# A comparative analysis of gene and protein expression in chronic and acute models of photoreceptor degeneration in adult zebrafish

**DOI:** 10.3389/fcell.2023.1233269

**Published:** 2023-09-07

**Authors:** Ashley C. Kramer, Justin Carthage, Yasmeen Berry, Katherine Gurdziel, Tiffany A. Cook, Ryan Thummel

**Keywords:** photoreceptor degeneration, chronic light, microglia, Müller glia, stem cell, rod precursor, zebrafish, 3′mRNA-seq

## Abstract

**Background:** Adult zebrafish are capable of photoreceptor (PR) regeneration following acute phototoxic lesion (AL). We developed a chronic low light (CLL) exposure model that more accurately reflects chronic PR degeneration observed in many human retinal diseases.

**Methods:** Here, we characterize the morphological and transcriptomic changes associated with acute and chronic models of PR degeneration at 8 time-points over a 28-day window using immunohistochemistry and 3′mRNA-seq.

**Results:** We first observed a differential sensitivity of rod and cone PRs to CLL. Next, we found no evidence for Müller glia (MG) gliosis or regenerative cell-cycle re-entry in the CLL model, which is in contrast to the robust gliosis and proliferative response from resident MG in the AL model. Differential responses of microglia between the models was also observed. Transcriptomic comparisons between the models revealed gene-specific networks of PR regeneration and degeneration, including genes that are activated under conditions of chronic PR stress. Finally, we showed that CLL is at least partially reversible, allowing for rod and cone outer segment outgrowth and replacement of rod cell nuclei via an apparent upregulation of the existing rod neurogenesis mechanism.

**Discussion:** Collectively, these data provide a direct comparison of the morphological and transcriptomic PR degeneration and regeneration models in zebrafish.

## 1 Introduction

Neurodegenerative diseases of the retina affect approximately 12 million people every year in the United States, and is consistently increasing (Flaxman et al., 2017; CDC, 2022). These include rare, early-onset congenital diseases of photoreceptor (PR) degeneration (e.g., retinitis pigmentosa, Stargardt disease, congenital night blindness) (Allikmets et al., 1997; Hartong et al., 2006; Berger et al., 2010; Regus-Leidig et al., 2014; Verbakel et al., 2018; García Bohórquez et al., 2021) and more prevalent, late-onset diseases (e.g., age-related macular degeneration, glaucoma, diabetic retinopathy) (Almasieh et al., 2012; Kelbsch et al., 2016; Mitchell et al., 2018; Ali et al., 2020; Antonetti et al., 2021; Saadane et al., 2021). These diseases exhibit dysfunction and progressive death of PRs and other retinal cell types, eventually leading to partial or complete vision loss. Mammals largely lack the capacity to regenerate lost neurons, limiting therapeutic options for these patients. However, teleost fish, some amphibians, and embryonic chicks retain the capacity for retinal regeneration, making them valuable models to develop and inspire new therapeutic approaches (Lamba et al., 2008; Jorstad et al., 2017; Todd et al., 2022).

Adult zebrafish have been highly utilized as a model to better understand the cellular and molecular events during retinal regeneration. A variety of damage paradigms have been characterized in zebrafish, including acute phototoxic lesion, various neurotoxins, laser, and physical damage (Vihtelic and Hyde, 2000; Wu et al., 2001; Vihtelic et al., 2006; Thomas et al., 2012; Hamon et al., 2016; Zhang et al., 2016). These paradigms highlight the resilience and versatility of the zebrafish retina to respond to different damage events and regenerate the neuronal cell types that are lost. The last two decades of characterizing these damage paradigms have revealed multiple key cellular events and genetic pathways that are essential to retinal regeneration in zebrafish. For example, multiple groups revealed that the stem cell responsible for the regenerative capacity of the zebrafish retina is the Müller glia cell (MG) (Fausett and Goldman, 2006; Bernardos et al., 2007; Fimbel et al., 2007; Thummel et al., 2008b). In the absence of injury, MG function in various glial support roles, including structural support, paracrine signaling, neurotransmitter recycling, and water homeostasis (Vecino et al., 2016; Bejarano-Escobar et al., 2017; Reichenbach and Bringmann, 2020). However, upon acute and significant damage to the retinal neurons, zebrafish MG upregulate neuroprotective programs of gliosis and undergo an asymmetric cell division, generating one daughter cell that retains its innate MG function, and one that will become a multipotent MG-derived progenitor cell (MGPC). MGPCs then expand through symmetric divisions, forming clusters of progenitor cells that go on to replace lost retinal cell types (Kassen et al., 2007; Thummel et al., 2008a; Nagashima et al., 2013; Lenkowski and Raymond, 2014). In addition, several groups have revealed key molecular pathways required for retinal regeneration, including Ascl1a, Notch, FGF, Stat3, and Pax6, to name a few (Thummel et al., 2008a; Ramachandran et al., 2011; Nelson et al., 2012; Taylor et al., 2015; Wan and Goldman, 2017). Importantly, groups working in mouse models of retinal degeneration have started to translate some of these molecular findings for targeted therapeutic interventions in the mammalian model (Jorstad et al., 2017; Todd et al., 2022).

A common model to study MG-mediated retinal regeneration in adult zebrafish involves a short pulse of high intensity light (∼100,000 lux), followed by 3–4 days of bright light exposure (∼10,000 lux). This elicits a massive loss of rod and cone PRs, followed by full retinal recovery 28 days after initial light exposure (Vihtelic and Hyde, 2000; Nelson et al., 2013; Kramer et al., 2021). Remarkably, the cellular and genetic events that occur during regeneration are tightly regulated in defined windows of time. For example, initial MG gliosis occurs at 18–24 h after light onset (hpl), as observed by the upregulation of GFAP in the outer nuclear layer (Thomas et al., 2016; Ranski et al., 2018; Kramer et al., 2021). PCNA localization demonstrates that MG re-enter the cell cycle at 36 hpl, and that large MGPC clusters form and migrate to the outer nuclear layer (ONL) from 72 to 96 hpl. This is also the window for the peak expression of 4c4+ microglia in the outer retina, which clear the debris of dead PR outer segments. Finally, markers for rod and cone PRs reveal that new photoreceptor differentiation begins from 5 to 10 days after light onset (dpl) (Thummel et al., 2008a; Kramer et al., 2021). Over the next few weeks, MGPC proliferation ends, PR outer segments continue to expand, microglia are resolved to baseline activity, and MG return to normal homeostatic function. Recently, we published an in-depth transcriptomic analysis of this acute light (AL) damage model that corresponds to each of these key morphological events in retinal regeneration. This included transcriptomic analysis of 8 defined time-points during the regeneration process, from undamaged control retinas to 28 days post-light onset (Kramer et al., 2021). This work complements a recent multi-species comparative analysis dataset using scRNA-seq from retinas harvested between 0–72 hpl (Hoang et al., 2020), and reveals new potential genetic targets for retinal regeneration following acute damage.

Despite the success of acute damage models in revealing molecular pathways that promote and regulate retinal regeneration, they do not accurately reflect the slow PR degeneration seen in most human retinal disease processes. As such, we and others have developed chronic models of retinal damage (Iribarne et al., 2019; Santhanam et al., 2020; Turkalj et al., 2021). A preliminary analysis of our chronic low light (CLL) model indicated that cones were more resistant to CLL than rods and that a longer, less intense light model failed to trigger the classic MG-mediated gliosis and regeneration mechanism observed in acute damage models (Turkalj et al., 2021). In this follow-up work, we performed an in-depth morphological and transcriptomic analysis of the CLL model, which allowed us to directly compare it to the AL model at the exact same 8 time-points that were previously defined. Here, we report new insights into the differential resilience of cone vs. rod PRs to damage, and identify novel dynamics in putative PR protection pathways. In addition, we show that CLL does not elicit MG gliosis or robust cell cycle re-entry. Next, comparative transcriptomic analysis of PR degeneration and regeneration in the chronic and acute models, respectively, revealed inverse patterns of gene expression among conserved transcriptional pathways in PR function and development. It also revealed genes that could play a role in PR survival under chronic stress, including dynamic changes in cone opsin expression and apparent microglia activation and resolution. Lastly, we show that PR outer segment damage in the CLL model is at least partially reversible, opening a new opportunity for investigation into PR outer segment recovery. Collectively, these data provide the field with new potential directions for studies aimed at understanding the distinctions between regenerative and non-regenerative retinal model systems.

## 2 Materials and methods

### 2.1 Husbandry

All experiments utilized adult *albino* (*alb*) zebrafish (6–9 months of age). Zebrafish were fed three times daily a combination of brine shrimp and flake food. The fish were maintained under a closed water circulation system with a standard circadian light cycle which consists of 14 h of light (∼250 lux) and 10 h of dark at 28.5°C (Westerfield, 2000). The Institutional Animal Care and Use Committee at Wayne State University approved all procedures used in this study (Protocol # 22-02-4412).

### 2.2 Light treatment protocol

The acute light treatment model used for these experiments was exactly as described previously (Kramer et al., 2021). For the chronic low light treatment protocol, fish were only dark adapted for 24-h prior to initiation of the light exposure (vs. 5 days for the acute light treatment), so as to only partially sensitize the animals to the subsequent light. The “0 h” sample set was harvested immediately after dark adaptation. The remaining fish were subsequently exposed to 28 days of continuous exposure to two 250 W halogen bulbs (Woods Home Products, Carrollton, Georgia; Figure 1B). Two rounds of light treatments were conducted with a total of *n* = 3 animals per tissue collection time-point, resulting in an overall *n* = 6. The tissue collection time-points were as follows: a non-light treated control group (0 h), 24 h post light onset (hpl), 36 hpl, 72 hpl, 5 days post light onset (dpl), 10 dpl, 14 dpl, and 28 dpl.

**FIGURE 1:**
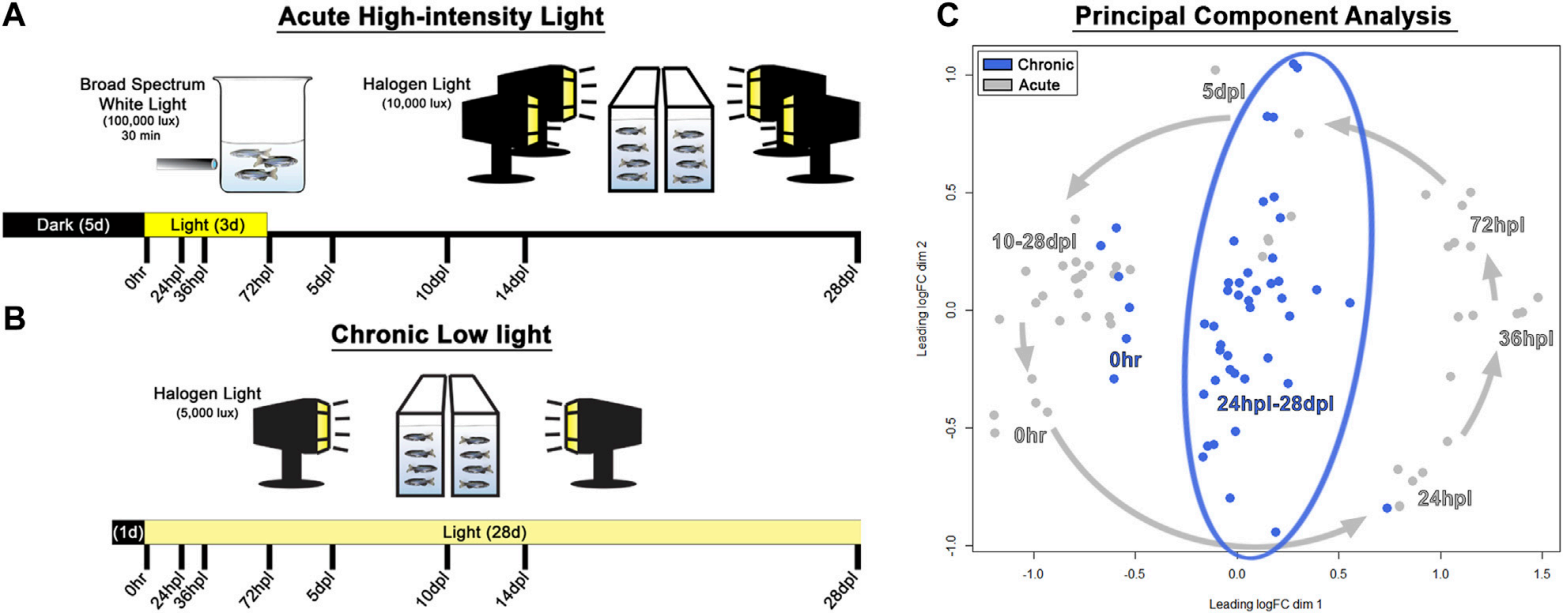
Methods and principal component analysis. **(A)** Experimental design used for acute phototoxic lesion, with tissue collection time-points along the bottom designated in hours/days post-light onset (hpl/dpl). **(B)** Chronic low light lesion model set-up demonstrating reduced intensity of the light lesion protocol with the same tissue collection time-points. The initial 100,000 lux step was removed, and the secondary stage was reduced in lux by 50% (compared with the AL model) and prolonged for 28 days. **(C)** Principal component analysis of the top 200 genes which maximized separation of the dark-adapted, 0 h baseline controls for both chronic low and acute light datasets. Acute light damage samples are displayed in grey, and chronic low light datasets are blue. The grey arrows represent the temporal progression trajectory of the tissue collection time-points. For the chronic low light samples, there was no clear temporal progression of the transcriptional landscape as there was in the acute light regeneration dataset, rather, tissue collection time-points post 0 h baseline were scattered in the middle of the plot.

### 2.3 Immunohistochemistry

Right eyes were removed from euthanized animals then transferred into a 9:1 ethanolic formaldehyde solution overnight at 4°C. Next, eyes were washed in 5% sucrose/1X Phosphate Buffered Saline (PBS) at room temperature (RT) for 1–2 h, and then transferred to 30% sucrose/1XPBS overnight at 4°C. The following day, eyes were transferred to a 1:1 solution of 30% sucrose/1XPBS and Tissue Freezing Medium (General Data, Cincinnati, OH) overnight at 4°C. Next, eyes were embedded in 100% TFM and stored at −80°C, prior to cryosectioning at a thickness of 16 μm. Sections were transferred to Superfrost Plus glass microscope slides (Fisher Scientific, Waltham, MA) and dried on a slider warmer at 55°C for 1–2 h before being stored at −80°C.

Stored slides were re-warmed for 20 min on a 55°C slide warmer. Tissue was rehydrated with 1xPBS for 20 min, and then incubated in blocking solution (2% normal goat serum, 0.2% Triton X-100, and 1% dimethyl sulfoxide (DMSO) in 1XPBS) at RT for 1 h. Slides were incubated overnight at RT with primary antibodies diluted in blocking solution. The next day, sections were washed 3% × 0.05% Tween-20 in 1XPBS (1XPBT). Secondary antibodies along with the nuclear stain TO-PRO-3 (Life Technologies, Grand Island, NY) were diluted 1:500 in 1XPBT. The tissue was washed with 1XPBT after incubation and mounted using Prolong Gold Antifade Reagent (Molecular Probes, Eugene, OR).

Primary antibodies used included: rabbit anti-Rhodopsin antisera (gift from David Hyde; 1:5,000), mouse anti-PCNA (Sigma; 1:1,000), rabbit anti-Blue Opsin (gift from David Hyde; 1:500), rabbit anti-UV Opsin (gift from David Hyde; 1:1,000), rabbit anti-Green Opsin (gift from David Hyde; 1:500), mouse anti-zpr-1 (Zebrafish International Resource Center; 1:200) rabbit anti-GFAP (DakoCytomation; 1:500), mouse anti-4C4 (gift from Peter Hitchcock; 1:250), mouse anti-HuC/D (Life Technologies, Grand Island, NY; 1:50). Secondary antibodies used were all AlexaFluor-conjugated 488 and 594 anti-primary (1:500, Life Technologies, Grand Island, NY).

### 2.4 TUNEL analysis

A terminal deoxynucleotidyl transferase dUTP nick end labelling (TUNEL) assay was performed to detect DNA damage. Slides containing sectioned tissue were removed from −80°C and warmed for 20 min on a 55°C slide warmer. Sections were rehydrated for 20 min in 1XPBS. Slides were then incubated with ApoTag^®^ Equillibration Buffer (EMD Millipore, Darmstadt, Germany) for 10 min at 37°C. The TUNEL reaction mix was prepared using the TdT dNTP mix (R&D Systems, Minneapolis, MN) and TdT enzyme (Takara Bio, Japan, Korea) according to manufacturer protocol, and slides were incubated for 2 h at 37°C. Slides were then washed in 2X SSC buffer for 15 min at RT, followed by 2 washes with 1XPBS. Slides were then labeled with an AlexaFlour 488 Streptavidin secondary antibody (1:200; Life Technologies, Grand Island, NY) for detection of incorporated dNTPs and TO-PRO-3 (1:500) in 0.1% Tween-20 in 1XPBS for 1 h at RT. Slides were then washed 3 x in 0.1% Tween-20 and a final wash in 1XPBS before being mounted and cover-slipped with Prolong Gold prior to imaging.

### 2.5 Confocal microscopy and image quantification

A Lecia TCS SP8 confocal microscope was used to acquire all images. Images were taken of the central dorsal retina on a singular plane using the same exposure and gain. Next, images were processed using ImageJ to isolate the fluorescence channel of interest, and the mean fluorescence intensity within a given ROI was quantified (*n* = 5-6 images quantified per marker). Quantified fluorescent intensities were normalized to the 0 h baseline intensity. PR outer segment lengths were also quantified using ImageJ (Schneider et al., 2012). Three measurements were taken at different areas and averaged for each image quantified. The length measurements were taken in arbitrary units and normalized to the 0 h baseline. For the TUNEL assay, 4c4 staining of microglia, PCNA staining, and cone cell quantification, cells were counted by hand over a 300 µm linear distance in the central dorsal retina. For ONL nuclear counts, TO-PRO-3 positive cells in the ONL proper were quantified (i.e., within the outer limiting membrane). Given that the vast majority of the ONL nuclei are rod PR nuclei, this is commonly used as a proxy for rod PR numbers; however, it should be noted that the ONL also contains UV cone nuclei (Raymond and Barthel, 2004; Lagman et al., 2015). Nuclei for the rest of the cone PRs lie outside of the outer limiting membrane (Raymond and Barthel, 2004; Lagman et al., 2015). For all quantification methods, a one-way ANOVA was used to determine statistical significance across the time-course, followed by a *post hoc* Tukey test to determine any statistical differences between any time-points.

### 2.6 Quantification of microglia area

RGB confocal images were split into the respective channel image components using ImageJ 1.53k (Schneider et al., 2012). An automated image processing pipeline was created using CellProfiler 4.2.4 (CellProfiler Image Analysis Software, RRID:SCR_007358) (Carpenter et al., 2006; Jones et al., 2008; Jones et al., 2009; Kamentsky et al., 2011). A region of interest was manually defined in each confocal image based on TO-PRO-3 signal. This region was then used to mask channel images used for subsequent analyses. Green channel images were converted to grayscale, and the 4c4 fluorescence signal was enhanced using the EnhanceorSuppressFeatures module with neurites feature type and line structures enhancement method. Cell bodies were then identified based on these enhanced 4c4 grayscale images as primary objects, using global otsu two-class thresholding strategy. Overlapping objects were distinguished based on intensity, and dividing lines drawn by propagation. The area of objects was measured in pixels using the MeasureObjectSizeShape module, and reported on an exported spreadsheet. Subsequent statistical analyses were performed using GraphPad Prism 9.

### 2.7 cDNA library preparation and 3′RNA-Seq analysis from retinal RNA

Retinas from left eyes of animals were dissected and processed for RNA isolation as individual biological replicates for each of the eight tissue collection time-points as previously described (Kramer et al., 2021). Notably, with the retinal harvest technique, there is a possibility of some RPE and vitreous inclusion in the sample, however the optic nerve is excised. A set of non-dark adapted 0 h control age-matched adult *albino* control retinas were also harvested to use as a naïve control group to compare dark adaptations in the AL and CLL models. This purified RNA was submitted to the Genome Sciences Core at Wayne State University for RNA QC, cDNA library preparation, and sequencing. Sequencing libraries were generated from 250 ng of total RNA using Lexogen’s Quantseq 3′mRNA-Seq Library Prep Kit FWD. Sequencing was performed on a NovaSeq (minimum of 5Mreads per sample). Reads were aligned to the zebrafish genome (Build dR10) (Dobin et al., 2013) and tabulated for each gene region (Anders et al., 2015).

Differential gene expression analysis was used to compare transcriptome changes between conditions (6 replicates per condition across two separate experiments) (Robinson et al., 2010). In addition, separate pairwise comparisons were also performed for the 0–5 dpl samples in the CLL dataset and the 5–10 dpl samples in the AL data set for subsequent gene ontology analysis and comparison was performed with the open-source GOrilla platform (Eden et al., 2007; Eden et al., 2009) using a fold change cutoff of greater than 2-fold increase or decrease in gene expression with an FDR of <0.05. Redundant terms were consolidated and visualized in the “Reduce and Visualize Gene Ontology” (REVIGO) platform as an output (Supek et al., 2011). From the REVIGO output, the. tsv file was recovered from the “tree map view,” and formatted for input into the 2D pie chart gene ontology visualization software CirGO to visually represent the GO categories (Kuznetsova et al., 2019). The 13 overlapping genes identified in Figure 6 were input into the STRING platform to asses literature-based functional protein association network relationships (Szklarczyk et al., 2015). Mapped reads for the entire dataset can be found in Supplementary Table S1. The datasets presented in this study can be found in the NCBI Gene Expression Omnibus, accession no: GSE233896, and the associated metadata for this submission can be found in Supplementary Table S2.

## 3 Results

### 3.1 Principal component analysis revealed absence of a clear transcriptional trajectory in the chronic vs. acute light lesion models

To characterize and compare the response of the zebrafish retina under chronic low light (CLL) exposure to the classic PR ablative acute light (AL) damage paradigm (Vihtelic and Hyde, 2000; Thummel et al., 2008a; Kramer et al., 2021), we subjected adult *albino* zebrafish to either 3 days of intense AL followed by 25 days of recovery, or 28-day of CLL (Figures 1A, B). 

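The CLL transcriptome consists of 48 QuantSeq 3′ mRNA-seq libraries, each made from the dissected left-eye retina of 1 adult albino zebrafish. There are 6 libraries at each of 8 time-points: the 0 h baseline after 24 h in the dark, and 24, 36 and 72 h (hpl) and 5, 10, 14 and 28 days (dpl) of continuous light at about 5000 lux. The libraries carry replicate numbers 1 to 6 in 2 sets of 3 per time-point, and the paper describes 2 rounds of light treatment, without naming which libraries came from which round. The replicate number of 2 of the 0 h libraries is not given. Their sets were taken from a suffix in the column names that goes with the set in the other 46 libraries, although the sample labels attach the same suffix to the opposite set. The AL libraries and naïve controls are not analysed here. Total RNA input was 150 to 230 ng according to the sample labels and 250 ng according to the paper's methods.

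The authors aligned the reads with STAR, counted them per gene with HTSeq and processed the counts with edgeR. The deposited values used here are edgeR pseudocounts, in which counts are adjusted to a common library size, so they are treated as a normalized signal and not as counts. Their sum per library ran from 1629375 to 1634449, with a median per time-point between 1632242 at 72 hpl and 1633047 at 36 hpl. The depth of the single libraries is not known from these values. Exact zeros among genes detected in other libraries of the same time-point were present in 21 of 24 libraries of the first set (1042 to 2280 genes) and in 2 of 24 of the second (1668 to 2374 genes).

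Of 15245 listed genes, 11395 with a value of at least 5 in at least 6 libraries were tested. The other genes include 12 whose symbols had been turned into dates, which hold 0.128% of the signal. Each time-point was compared with 0 h by limma on log2(value + 1) with time-point and library set as terms, and a gene was called at an adjusted p under 0.05 and a fold of at least 2. The added 1 pulls the fold changes of weakly expressed genes toward 0. Named single genes and members of gene lists were called at the adjusted p alone. The 33 gene lists, the rules for the genes to be named and the main tests were fixed before the data were examined, apart from the genes and tests said to be chosen later, and each list was tested with camera at a preset correlation of 0.01, adjusted over 231 list tests against 0 h. With time-points shuffled within library sets, a median of 38 of these tests still passed, so a single camera adjusted p at the preset correlation cannot be taken at face value. Reads of the green opsin copies opn1mw1 to opn1mw4, and of the red opsin copies opn1lw1 and opn1lw2, may be shared between these tandem duplicates, and how multiply mapped reads were treated is not stated. Rescaling by median-of-ratios moved the median log2 fold change of all genes by -0.149 at 36 hpl and by -0.146 at 10 dpl, and by less at the other time-points. Fold changes are given on the values as deposited.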

Eye tissue was harvested at the same 8 time-points throughout both light treatment time-courses, with whole right eyes from each animal processed for immunohistochemistry, and dissected retinas from left eyes harvested for single biological replicate transcriptomic studies. The 8 time-points chosen for investigation were largely governed by our previous detailed characterization of the AL damage model (Kramer et al., 2021), which allowed us to directly compare the CLL and AL models in this follow-up work.

Principal component analysis (PCA) was performed on the top 200 genes which maximized separation of the dark-adapted 0 h baseline controls for both the chronic and acute light datasets, such that the distance between each pair of samples represented the root-mean-square deviation for these top genes. This analysis revealed that AL treatment resulted in a counterclockwise trajectory that followed a chronological progression, with early damage time-points (24–72 hpl) diverging most significantly from 0 h baseline controls, followed by a gradual return to near the 0 h baseline at later time-points (10–28 dpl; Figure 1C, grey arrows), which is consistent with the full recovery observed in this model. In the CLL model, 1-day dark-adapted transcriptomes of the samples clustered more closely with the grouping of 10–28 dpl samples in the AL treatment, rather than the 5-day dark-adapted samples in that dataset (Figure 1C), suggesting that the transcriptomes of the CLL-dark adapted retinas align more closely to that of newly regenerated retinas than to 5-day dark-adapted retinas. In addition, after the initiation of light, we observed a considerably higher variability in the time-point clustering in the CLL than in the AL. 

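Within the CLL time-course, 582 genes were higher and 314 lower at 24 hpl than at 0 h, 540 and 253 at 36 hpl, and 531 and 371 at 72 hpl (limma, n = 6 per time-point). The number lower at 72 hpl was 231 without 72 hpl replicate 1 and 555 without 72 hpl replicate 3. From 10 dpl on the numbers were 434 higher and 87 lower at 10 dpl, 283 and 182 at 14 dpl, and 413 and 188 at 28 dpl. Genes of the circadian clock were among those that had moved at the earliest light time-point. At 24 hpl, 18 of 41 clock and light-regulated genes were higher and 8 lower (21 and 10 adjusted over the list alone), led by ciarta, a clock repressor, at a log2 fold change of 4.06 (standard error 0.32, adjusted p = 5.14e-14 from limma), and by per2, a light-induced period gene, at 3.43 (standard error 0.16, adjusted p = 5.24e-22). The list as a whole was higher (camera adjusted p = 1.16e-05), and adjusted p = 0.147 with an estimated correlation.

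The libraries of each light time-point lay farther from the 0 h libraries of their own set than these lay from each other. The mean leading log2 fold change distance, the root mean square over the 200 genes that differ most between a pair of libraries, was 3.29 ± 0.0693 (SD, n = 6) among 0 h libraries. It was largest at 72 hpl, 4.13 ± 0.573, and smallest at 5 dpl, 3.7 ± 0.189 (adjusted p = 0.00583 to 0.00750 at the 7 time-points, one-sided exact permutation test over 400 splits within sets). Within a time-point the distances among the light-treated libraries ran from 3.53 at 14 dpl to 4.01 at 72 hpl. Libraries of the same light time-point were closer to each other than to those of other light time-points, at mean distances of 3.68 and 3.85 (ANOSIM R = 0.276, one-sided permutation test within sets, p = 1e-05, the smallest that 100000 permutations can give, 42 libraries). The R was 0.302 within the first set and 0.647 within the second, and the R of library set itself was 0.384.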

Interestingly, the CLL time-points were arranged in a linear fashion within the surrounding AL time-points, with the majority of early time-points in the CLL clustered toward the bottom and the majority of the later time-points near the top (Figure 1C).

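On the second coordinate of the distances among the 42 light-treated CLL libraries, the means of 36 hpl and 10 dpl were highest and those of 24 and 72 hpl lowest. The mean was -0.548 ± 0.748 (SD, n = 6) at 24 hpl, 0.378 ± 0.946 at 36 hpl, -0.673 ± 1.18 at 72 hpl, 0.413 ± 0.211 at 10 dpl and 0.243 ± 0.669 at 28 dpl. The high mean at 36 hpl came from the first set, with libraries from 1.03 to 1.32, against -0.776 to -0.0993 in the second, and 72 hpl replicate 3 stood at 1.25. Against log2 of the hours in light, Spearman's rho was 0.249 (p = 0.035, adjusted p = 0.07 over both coordinates, two-sided permutation test within sets) and Pearson's r was 0.226 (p = 0.0772). The first coordinate had a rho of 0.0511 (p = 0.693). Without the 2 libraries farthest from the median, the second coordinate had an r of 0.227. On this coordinate, fitted over both sets, rho within the first set was 0.0275 and within the second 0.609. With each set fitted alone, the second coordinate of its own distances passed the test, with a rho of 0.598 (adjusted p = 0.0107, 21 libraries) in the first set and 0.865 (adjusted p = 2.00e-05, from the smallest p that 100000 permutations can give) in the second.

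The adjusted p for the second coordinate fell under 0.05 when 1 of 42 libraries was left out, namely 24 hpl replicate 2 or 3, 36 hpl replicate 1, 2 or 3, 72 hpl replicate 1 or 3, 5 dpl replicate 3, 10 dpl replicate 5, 14 dpl replicate 4, 5 or 6 or 28 dpl replicate 4, with rho between 0.269 and 0.824, the highest without 72 hpl replicate 1. It also did so with all genes kept (rho = 0.428), with the 200 genes of highest variance (rho = 0.84), with the set difference removed (rho = 0.646) and without the 36 hpl libraries (rho = 0.396). With 5 added to each value in place of 1, the first coordinate passed (rho = 0.516).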

### 3.2 CLL exposure leads to rapid but stable changes in cone photoreceptor morphology, in contrast to complete cone cell ablation in the AL exposure model

We next performed a morphological analysis of cone PRs in response to CLL (Figures 2A–H) and AL (Figures 2I–P). In the CLL model, green (medium wavelength, mw) cone outer segments (mwCOS) exhibited a ∼50% truncation in length within the first 24 h of light exposure, which was maintained through the remainder of the time-course (*p* < 0.0001, Figures 2B–H, Q). Sparse opsin-positive debris appeared posterior to the cone OS boundary at 24 hpl, but subsided by 72 hpl (Figures 2B–H, Q). UV and blue cones exhibited a similar pattern of OS truncation (Supplementary Figure S1), although short-wavelength (blue) cones appeared to be the least impacted by the CLL damage paradigm, as evidenced by a minimal debris field at 24 hpl, and less severe OS truncation (60%–80% normal lengths; Supplementary Figures S1M, T). In contrast, consistent with our previous findings (Kramer et al., 2021), in the AL model, green cones were rapidly ablated by 36 hpl (hours post light onset; Figure 2K). The resultant debris field was largely cleared by 72 hpl (Figure 2L), and new cones emerged by 10 dpl (days post light onset; Figure 2N).

**FIGURE 2:**
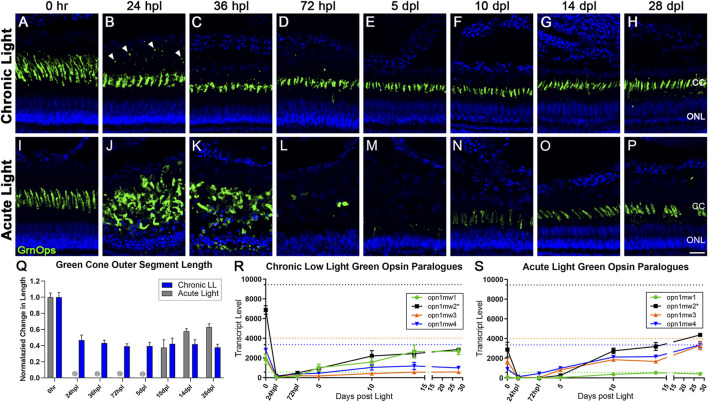
Differential morphology and *opsin* expression from cone photoreceptors in CLL and AL models. Green cone PRs were immunolabeled with anti-green opsin antisera (green) and nuclei were stained with TO-PRO-3 (blue). **(A–H)** Green opsin-positive cone PRs remained intact in response to the chronic light damage, but exhibited outer segment truncation over a 28-day CLL exposure. **(B)** At 24 hpl we observed a significant truncation of green cone PR outer segments (OS) as well as small puncta of immuno-positive debris in the outer retina. **(C,D)** At 36 and 72 hpl we observed a gradual reduction of the debris in the outer retina, but a continued truncation of green cone PR outer segments. **(E–H)** From 5–28 dpl green cone PRs remained intact, as evidenced by their cone cell nuclei and continued green opsin expression, but their outer segments remained truncated throughout the time-course. **(I–P)** Green cone PRs exhibited a classic degeneration and regeneration response to acute light damage. **(J)** At 24 hpl, cone OS were hypertrophied and ONL nuclei were pyknotic. **(L)** At 72 hpl, cone OS and their nuclei were completely absent. **(N)** Evidence of newly formed green cones was present by 10dpl. **(Q)** Green cone outer segment length quantified with ImageJ normalized to 0 h baseline in chronic vs. acute damage models (*n* = 5–7). For AL images, length was not calculated for 24 hpl-5 dpl as the cones were dying or dead. The OS length loss from the 0 h baseline was significant (*p* < 0.0001) starting at 24 hpl, and continuing for every consecutive time interval in the chronic low light samples. **(R,S)** Gene expression changes in all four paralogues of the green opsin gene (*opn1mw1-4*) displayed as transcript pseudocounts from 3′mRNA-seq of individual retinas for **(R)** CLL and **(S)** AL. Dotted lines represent baseline non-dark-adapted naïve control transcript levels. The asterisk in the key for *opn1mw2* denotes the dominantly expressed paralogue at both the naïve and dark-adapted baselines in each model. **(R)** In CLL, the non-dominantly expressed green opsin paralogues *opn1mw3/4* throughout the time-course*,* while the lowest expressed paralogue (green) recovers to the same exact level as the dominant opsin (black). **(S)** As time progresses during regeneration in the AL model, however, the dominantly expressed green opsin (black) exhibits a trend of recovery, along with two additional paralogues *mw3/4* (orange and blue), while the lowest expressed opsin, *mw1* remains low (green). (CC = green cone cell outer segment, ONL = outer nuclear layer; scale bar in panel P = 5 µm).

Analysis for red/green double cone somas in the CLL model using the anti-Arrestin3 (Arr3) antibody, zpr-1, confirmed that double cones remained intact throughout the CLL time-course (Supplementary Figure S2). In addition, quantification of UV, blue, and green opsin outer segments confirmed that these cones also remained intact during the CLL time-course (Supplementary Figure S3). Nevertheless, we observed a translocation of Arr3 from the cone soma to both the cone OS and pedicles between 24–36 hpl (Supplementary Figure S2A–C), and the pedicle expression was sustained throughout the CLL time-course (Supplementary Figure S2H). Finally, the inner retina appeared unaffected in the CLL model based on morphology and HuC/D staining of amacrine and ganglion cells (Supplementary Figure S4).

Next, we compared the transcripts of the cone PR opsins in the CLL and AL models. We previously demonstrated that the 5-day dark adaptation utilized in the AL model, which sensitizes PRs to light, decreased all PR opsin transcript levels (Kramer et al., 2021). Here we show that the 1-day dark adaptation used in the CLL model also decreased most PR opsin levels, but not to the degree observed in the AL model (Figures 2R, S). In the AL model, transcripts of the dominant Green Opsin paralog *opn1mw2* were reduced to zero by 24 hpl, due to the ablation of these PRs (Figure 2S). Transcript levels increased from 5 to 10 dpl as progenitors differentiated into new double cones, and increased even further by 28 dpl, exceeding the expression level of the 0 h control retinas (Figure 2S). 

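The green opsin transcript opn1mw2 had a mean signal of 6881 ± 1049 (SD, n = 6 retinas) at 0 h in the CLL time-course and 99.8 ± 75.1 at 24 hpl, 1.45% of the 0 h mean. This is a log2 fold change of -6.41 (standard error 0.46, adjusted p = 1.26e-15 from limma), and every 24 hpl retina lay below every 0 h retina. The signal was 3551 ± 1988 at 36 hpl, 51.6% of 0 h, and 478 ± 361 at 72 hpl. From then on the mean went up at each time-point, from 13.7% of 0 h at 5 dpl to 32.1% at 10 dpl, 35.5% at 14 dpl and 41.6% at 28 dpl (2866 ± 403). The log2 fold change against 0 h was -1.88 (standard error 0.46, adjusted p = 0.00441) at 10 dpl and -1.26 (standard error 0.46, adjusted p = 0.0646) at 28 dpl. From 5 to 28 dpl it was 1.63 (standard error 0.46, adjusted p = 0.0558), with 6 of 6 retinas at 28 dpl above every 5 dpl retina.

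The adjusted p values of opn1mw2 near 0.05 depended on single libraries. At 36 hpl (adjusted p = 0.0517) it was 0.0244 to 0.0500 without 24 hpl replicate 1 or 2, 36 hpl replicate 3 or 5, 72 hpl replicate 2, 4 or 6, 10 dpl replicate 1, 4 or 6 or 14 dpl replicate 3. At 14 dpl (adjusted p = 0.0235) it was 0.0501 to 0.0792 without 14 dpl replicate 2 or 3. At 28 dpl it was 0.0328 to 0.0376 without 36 hpl replicate 4 or 72 hpl replicate 4, and from 5 to 28 dpl it was 0.0226 to 0.0473 without 24 hpl replicate 1, 36 hpl replicate 4 or 72 hpl replicate 2 or 4.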

Surprisingly, in the CLL model, *opn1mw2* transcripts were also reduced to near zero by 24 hpl, even though these PRs remained intact (Figures 2B, S. From this point, *opn1mw2* transcripts slowly rose throughout the time-course, but never reached even 50% of the baseline level of the 0 h control retinas (Figure 2S).

### 3.3 Differential medium wavelength opsin gene regulation in CLL vs. AL models

It should also be noted that Green Opsin has four paralogues in zebrafish (*opn1mw1, opn1mw2, opn1mw3, opn1mw4*). In both damage models, all four paralogues were highly expressed in naïve retinas, with *opn1mw2* exhibiting the highest expression levels at the dark adapted 0 h baseline (Figures 2R, S; black). However, the different dark adaptation durations of 1 day in the CLL model, and 5 days in the AL model, revealed surprising transcriptional consequences. In the CLL model, the least expressed opsin at naïve control baseline levels, *opn1mw1,* exhibited an increase in transcript levels of nearly 10-fold during the 1-day dark adaptation (Figure 2R, green), the only opsin across both models to increase with dark adaptation. Next, following an initial decrease in expression at 24 hpl, we observed that *opn1mw1* transcripts increased significantly, surpassing the naïve control baseline levels to match the levels of the dominantly expressed paralogue *opn1mw2* (Figure 2R, green), which remained well below its baseline level, along with the other two paralogues, *opn1mw3* and *opn1mw4.* The transcriptional kinetics of these paralogues follows a completely distinct trajectory in the AL model as compared to the CLL model. 

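In the CLL retinas, opn1mw1 fell from a mean signal of 1846 ± 1204 (SD, n = 6) at 0 h to 45.7 ± 89.5 at 24 hpl (9.26 without 24 hpl replicate 3), a log2 fold change of -6.73 (standard error 0.92, adjusted p = 2.10e-07 from limma). It was lower at 72 hpl as well, at -4.39 (standard error 0.92, adjusted p = 5.30e-04). By 5 dpl its mean was 1023 ± 873 and by 28 dpl 2684 ± 847, 145% of 0 h. The log2 fold change against 0 h was 0.86 (standard error 0.92, adjusted p = 0.632) at 28 dpl, and 1.89 (standard error 0.92, adjusted p = 0.371) between 5 and 28 dpl, neither past the test. The rise that followed the fall, from a mean of 45.7 at 24 hpl to 2684 at 28 dpl, was not tested directly. The log2 fold changes against 0 h at these time-points, -6.73 and 0.86, lie apart by far more than their standard errors of 0.92. The 0 h retinas ranged from 404 to 3173 for opn1mw1, a wider spread than for the other green opsins.

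The paralogs opn1mw3 and opn1mw4 had means of 2075 ± 764 and 2822 ± 449 at 0 h. At 28 dpl they stood at 27.9% and 35.3% of these levels, with log2 fold changes of -1.80 (standard error 0.43, adjusted p = 0.00254) and -1.58 (standard error 0.40, adjusted p = 0.00587). At 36 hpl the log2 fold change of opn1mw1 was -2.32 (standard error 0.92, adjusted p = 0.0922), with an adjusted p of 0.0209 to 0.0489 without 0 h replicate 3, 36 hpl replicate 5 or 72 hpl replicate 4. The rise of opn1mw3 from 5 to 28 dpl, at 1.79 (standard error 0.43, adjusted p = 0.0180), had an adjusted p of 0.0541 to 0.0611 without 5 dpl replicate 3 or 5.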

In the AL model, all 4 paralogues showed a significant decrease in transcript levels during the 5-day dark adaptation (Figure 2S). Interestingly, *opn1mw3* and *opn1mw4* returned to near-naïve levels by 28 dpl, whereas the dominant opsin, *opn1mw2*, only returned to dark-adapted control levels (Figure 2S). In the AL model, the *opn1mw1* paralogue, which was the most active from baseline in the CLL model, had a very minor response, just reaching its low naïve control baseline level. These data suggest regulated differential control of opsin expression in the two damage paradigms.

### 3.4 CLL exposure leads to slow rod photoreceptor degeneration, whereas rod photoreceptors are destroyed and replaced in the AL model

Next, we compared the response of rod PRs to CLL and AL exposure by labeling the Rhodopsin protein with the zpr-3 monoclonal antibody, which normally labels rod outer segments (ROS; Figure 3). In contrast to the early, maintained phenotypes for cones in the CLL model, rod PRs showed a gradual damage and loss under CLL conditions. By 72 hpl, we observed the beginning of a progressive truncation of ROS which continued through the end of the time-course, at which point the remaining OS were less than 20% of their normal length (Figures 3D–G, Q; *p* < 0.0001). By 5 dpl we also began to observe a slow loss of nuclei in the ONL over the remainder of the time-course (Figures 3E–H) and reduced *rhodopsin* gene expression (Figure 3S). From 36 hpl forward, 1-4 TUNEL-positive cells were detected within a 300 µm linear distance in the dorsal retina at each time-point, consistent with a slow loss of nuclei on a daily basis (Supplementary Figure S5) (Vihtelic and Hyde, 2000). By 28 days, a ∼55% reduction in ONL nuclei was observed (0 h baseline: 287 nuc ±18.7, 28 dpl: 126.8 nuc ±26.2). We also observed additional morphological consequences of CLL exposure, beginning with faint zpr-3 expression in the rod inner segments (RIS) starting at 24–36 hpl (Figures 3C, D). This RIS misexpression continued to progressively localize to the inner compartments of rod PRs, resulting in robust perinuclear localization of the zpr-3 signal by 10 dpl (Figure 3F). This finding is consistent with aberrancies seen in various mouse models of retinal degeneration and our previous observations (Kong et al., 2006; Li et al., 2020; Turkalj et al., 2021).

**FIGURE 3:**
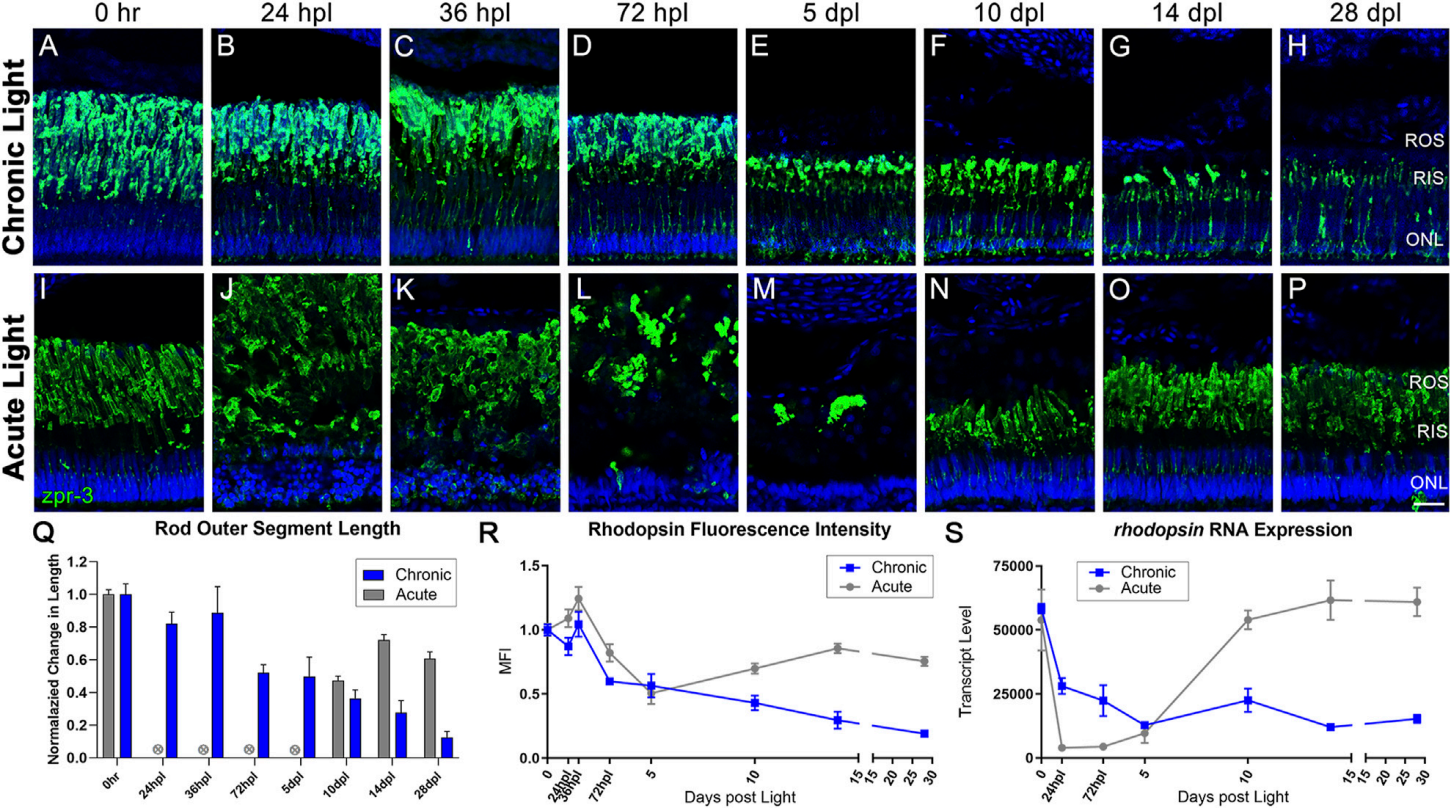
CLL exposure leads to slow rod photoreceptor degeneration, whereas rod photoreceptors are destroyed and replaced in the AL model. Rod PRs were immunolabeled (green) with zpr-3 to mark rod outer segments (ROS) and nuclei were stained blue with TO-PRO-3. **(A–H)** In response to chronic low light exposure, zpr-3 positive ROS displayed a gradual truncation over time until they were almost absent at 28dpl. **(B)** At 24 hpl, zpr-3 expression began to localize in the rod inner segments (RIS). **(C)** At 36 hpl, localization of zpr-3 expression was seen in both the RIS and outer nuclear layer (ONL). **(E)** By 5 dpl and onward, ROS were significantly truncated in length and zpr-3 expression was observed in the perinuclear area, along with a reduction in quantity of ONL nuclei. **(I–P)** Rod PR response to acute light damage. **(J)** At 24 hpl, ROS exhibited significant hypertrophy and ONL nuclei were pyknotic and disorganized. **(M)** At 5 dpl, the ROS debris field was cleared, and evidence of newly formed rods was observed at 10dpl **(N)**. **(Q)** ROS length measured via ImageJ, normalized to 0 h baseline in chronic vs. acute damage models. Each time-point after 72 hpl in the CLL model shows a statistically significant decrease in ROS length as compared to the 0 h baseline (*n* = 5–6; *p* < 0.012–0.001). For AL images, length was not calculated for 24 hpl-5 dpl as the PRs were dying or dead. The final three time-points in the AL model were also statistically significant (*p* < 0.0001). **(R)** Percent change from 0 h in ImageJ-quantified zpr-3 mean fluorescence intensity (MFI) at each time-point. Each time-point 72 hpl and beyond in the CLL model represented a statistically significant MFI as compared to 0hpl in ROS (*p* < 0.003–0.0001). **(S)** Gene expression changes in *rhodopsin* in CLL vs. AL damage models displayed as transcript pseudocounts from 3′mRNA-seq of individual retinas. A steady decrease in *rho* gene expression was observed throughout the time-course in CLL retinas. (ROS = rod outer segments, RIS = rod inner segments, ONL = outer nuclear layer; scale bar in panel P = 5 µm).

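The rod opsin transcript rho had a mean signal of 58388 ± 4705 (SD, n = 6) at 0 h in the CLL retinas. It was at 48.2% of this level at 24 hpl, 70.7% at 36 hpl, 38.4% at 72 hpl, 21.9% at 5 dpl, 38.6% at 10 dpl, 20.6% at 14 dpl and 26.2% at 28 dpl. The 72 hpl mean joins unlike retinas. There rho made up 2.66% and 2.41% of the signal in replicates 1 and 2, and 0.638% to 0.892% in replicates 3 to 6. At 0 h it made up 3.19% to 3.93%. The log2 fold change was -1.09 (standard error 0.28, adjusted p = 0.00421 from limma) at 24 hpl, -0.55 (standard error 0.28, adjusted p = 0.216) at 36 hpl, -2.21 (standard error 0.28, adjusted p = 5.22e-08) at 5 dpl and -1.97 (standard error 0.28, adjusted p = 8.67e-07) at 28 dpl.

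Other rod genes fell with it. Of 15 measured rod phototransduction genes, 13 were lower and 0 higher at 14 dpl (13 and 0 adjusted over the list alone, camera adjusted p = 1.46e-28), and 13 were lower and 0 higher at 28 dpl (14 and 0 adjusted over the list alone, camera adjusted p = 9.55e-24). Both calls held with an estimated correlation. Examples at 28 dpl are pde6a, a subunit of the rod phosphodiesterase, at a log2 fold change of -3.22 (standard error 0.34, adjusted p = 1.15e-09), and gnat1, the rod transducin alpha subunit, at -2.69 (standard error 0.27, adjusted p = 2.44e-10). Some of the genes in this list were picked by the study from these libraries, so its direction is not independent evidence.

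At 28 dpl the list of visual cycle and pigment epithelium genes was higher, with 11 of 25 members higher and 1 lower (16 and 1 adjusted over the list alone, camera adjusted p = 3.00e-07, adjusted p = 0.0657 with an estimated correlation). Without 28 dpl replicate 1, 7 of them were higher. The paper notes that pigment epithelium and vitreous could be included with dissected retinas.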

All of these observations were in stark contrast to the AL model, where it is well-established that rod PRs die within the first 24–36 hpl (Vihtelic and Hyde, 2000; Nelson et al., 2013; Kramer et al., 2021). This resulted in extreme hypertrophy of the ROS and disorganization of the ONL nuclei at 24–36 hpl (Figures 3J, K) and a dramatic drop in *rhodopsin* transcript levels (Figure 3S). A large opsin-positive debris field was still present at 72 hpl (Figure 3L) but was largely cleared by 5 dpl (Figure 3M). Finally, *rhodopsin* transcript levels increased dramatically from 5 to 10 dpl (Figure 3S), at which point new rod PRs were evident (Figure 3N). Maturation and ROS length increased from 10 to 28 dpl, but never returned to baseline control levels (Figure 3O–Q).

### 3.5 CLL exposure induces a distinctly different microglial response than acute light damage

Müller glia/macroglia function together with microglia in a number of developmental, disease, and regeneration contexts (White et al., 2017; Mitchell et al., 2019; Issaka Salia and Mitchell, 2020; Var and Byrd-Jacobs, 2020). In 0 h CLL control retinas, microglia appeared to exhibit two distinct morphologies (Figure 4A; Supplementary Figure S6A). Within the inner and outer plexiform layers, microglia exhibited a ramified morphology with thin projections (Figure 4A, arrowhead). This morphology is associated with microglia in a resting state. In contrast, microglia that resided at the RPE/ROS margin exhibited a more rounded morphology with fewer projections (Figure 4A, white chevron). This morphology is associated with microglia in an intermediate/activated state, but not actively phagocytosing debris. We quantified microglia area in 0 h CLL control retinas and compared microglia with resting morphologies in the inner retina to microglia with rounded morphologies in the RPE/ROS margin and found no statistical difference (Supplementary Figure S6A, *p* = 0.0524).

**FIGURE 4:**
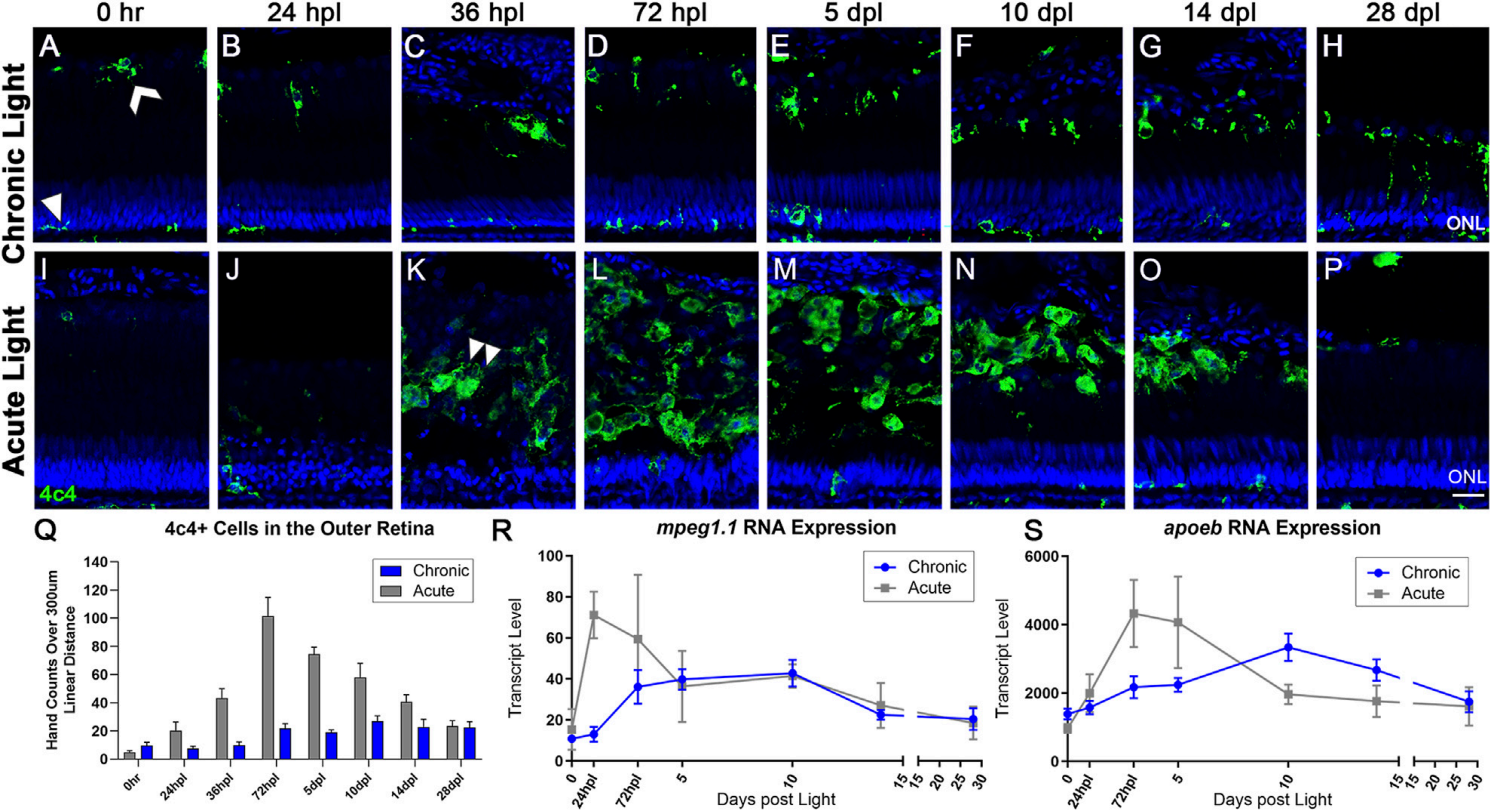
The microglial response to CLL is muted in comparison to AL damage. Anti-4c4 antisera (green) was used to immunolabel microglia and nuclei were stained with TO-PRO-3 (blue). **(A)** At rest, microglia exhibited two distinct morphologies. Within the ONL and plexiform layers, the microglia were ramified with thin projections (white arrowhead). In the outer retina, microglia resided at the outer margin of the ROS/RPE boundary in an activated state, exhibiting a slightly larger morphology with fewer projections (white chevron). **(A–H)** Over 28-day CLL exposure, we observed a slight increase in the microglia inflammatory response in the outer retina. **(D)** At 72 hpl, microglia accumulated at the tips of the truncated ROS (Figure 2). **(H)** At 28 dpl, we also observed some microglia interdigitating with ROS. **(I–P)** Microglia response in the AL damage model. **(K)** Microglial infiltration corresponded directly to peak PR damage in the AL model, with the first evidence of microglia with amoeboid morphology occurring at 36 hpl (double arrowhead). **(M)** The peak of microglial presence in the outer retina occurred at 72 hpl, corresponding to the completion of the debris clearance of cones, and significant consolidation of the ROS debris field. **(Q)** 4c4+ cell hand counts in the outer retina (not including ONL) over a 300 µm linear distance. In the CLL model, the only time-point with significantly higher 4c4+ cells in the outer retina as compared to 0 h is at 10 dpl (*p* < 0.011). In the AL model, there was a significant increase in 4c4+ cells for all time-points from 36 hpl–14 dpl (*p* < 0.041-p<0.001). **(R,S)** Gene expression changes in two microglia-associated genes (*mpeg1.1* and *apoeb*) in CLL vs. AL damage models displayed as transcript pseudocounts from 3′mRNA-seq of individual retinas. In the AL model, we observed an early acute increase in these genes in a peak from 24 hpl to 5 dpl that preceded the observed increase in immunolabeled microglia. In the CLL model, the pattern of gene expression followed a similar pattern, only the peak occurred later, at 10 dpl and the wave was longer in duration. (ONL = outer nuclear layer; scale bar in panel P = 5 µm).

In the CLL model, microglia remained at near baseline levels within the first 36 hpl (Figures 4B, Q). Starting at 72 hpl, we observed an increase in the presence of microglia with a rounded morphology at the outer margin of the degenerating ROS (Figures 4D–H, Q). Compared with baseline controls, this increase in number was moderate (*p* = 0.011 at 10 dpl), but sustained throughout the time-course, and by 14 dpl, microglia with a rounded morphology formed a single line at the RPE/ROS interface (Figure 4G). In contrast, in the AL model, large numbers of microglia with ameboid morphology appeared at 36 hpl (Figure 4K, arrowhead), and the peak of microglia accumulation occurred at 72 hpl (Figures 4L, Q). The morphology of the microglia in the outer retina in the AL model was nearly all ameboid, and the response was nearly 4-fold greater at peak in the AL model vs. the CLL model (Figure 4Q, *p* < 0.0001). This ameboid morphology is characteristic of active phagocytosis, which is consistent with these microglia clearing the debris field of dead PRs at these time-points. We quantified microglia area at 72 hpl in the CLL and AL models and found that microglia in the AL model with amoeboid morphology had a significantly greater area than microglia with a rounded morphology in the CLL model (Supplementary Figure S6B, *p* < 0.0001). These data are consistent with a greater phagocytosing activity in the microglia with an amoeboid morphology in the AL model. Finally, at later time-points, microglia slowly decreased in number in the AL model, but did not return to baseline control levels by 28 dpl (Figure 4Q).

As an initial comparison of the transcriptional kinetics of the microglial infiltration in the AL and CLL models, we plotted the gene expression data for two microglial associated genes, *mpeg1.1* and *apoeb* (Butovsky et al., 2014; Ferrero et al., 2020; Thiel et al., 2022). 

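The macrophage marker mpeg1.1 rose in the CLL retinas from a mean signal of 10.8 ± 2.68 (SD, n = 6) at 0 h to 42.8 ± 16.0 at 10 dpl, a log2 fold change of 1.85 (standard error 0.42, adjusted p = 0.00224 from limma). It was already higher at 72 hpl, by 1.44 (standard error 0.42, adjusted p = 0.0148), and at 28 dpl its log2 fold change was 0.58 (standard error 0.42, adjusted p = 0.431). The call at 36 hpl, at 1.22 (standard error 0.42, adjusted p = 0.0455), did not hold without 0 h replicate 3, 5 or 6, 0 h library A of set 2 or 36 hpl replicate 1, 2, 3, 4, 5 or 6 (adjusted p = 0.0513 to 0.0970). Expression of apoeb, the lipid transporter made by activated microglia, went from 1389 ± 378 at 0 h to 3338 ± 983 at 10 dpl, at 1.26 (standard error 0.18, adjusted p = 1.13e-06). Its log2 fold change was 0.61 (standard error 0.18, adjusted p = 0.0151) at 72 hpl, where the adjusted p was 0.0508 without 0 h replicate 3, and 0.26 (standard error 0.18, adjusted p = 0.399) at 28 dpl.

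Of 28 measured microglia and macrophage genes, 9 were higher at 72 hpl, 12 at 5 dpl, 15 at 10 dpl and 7 at 28 dpl (13, 17, 19 and 8 adjusted over the list alone), and none was lower over all genes at these time-points. The list was higher at 10 dpl with a camera adjusted p of 2.64e-11, which held with an estimated correlation, and at 72 hpl with 3.78e-04 (adjusted p = 0.183 with an estimated correlation). At 10 dpl the largest rises were in lgals9l1, a galectin, at 2.91 (standard error 0.38, adjusted p = 1.32e-07), and in c1qa, a complement subunit made by microglia, at 2.40 (standard error 0.58, adjusted p = 0.00442). Among 5 measured neutrophil genes, 1 was higher and 0 lower at 10 dpl (camera adjusted p = 0.282). The mpeg1.1 and apoeb genes were chosen by the study, and both are in the microglia list.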

In the CLL model, these genes showed a slow, prolonged wave of elevation by ∼72 hpl, a peak at 10 dpl, and then a slow decline through 28 days, trending towards baseline expression levels (Figures 4R, S; blue line). This expression profile correlated with the peak of activated microglia at 10 dpl in the CLL, and the subsequent plateau in these numbers through 28 dpl. This was in contrast to the AL model, which exhibited a rapid immune response as the PRs were destroyed, with *mpeg1.1* peaking at 24 hpl and *apoeb* at 72hpl, followed by a sharp decrease in expression of both genes towards baseline levels (Figures 4R, S; gray line). 

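Between 10 and 28 dpl in the CLL retinas, apoeb fell, with a log2 fold change of -0.99 (standard error 0.18, adjusted p = 0.00221 from limma, n = 6 per time-point). For mpeg1.1 it was -1.27 (standard error 0.42, adjusted p = 0.0996). Of 28 microglia and macrophage genes, 1 was lower and 0 higher at 28 than at 10 dpl (3 and 0 adjusted over the list alone), with a camera adjusted p of 0.0115 and adjusted p = 0.612 with an estimated correlation. The call was lost without 10 dpl replicate 1 or 28 dpl replicate 1 or 2 (adjusted p = 0.0781 to 0.135). Against 0 h, this list was still higher at 28 dpl, with a camera adjusted p of 2.18e-04 (adjusted p = 0.175 with an estimated correlation), led by ncf1, a subunit of the phagocyte oxidase, at a log2 fold change of 2.40 (standard error 0.53, adjusted p = 0.00115), and cd74b, the invariant chain of antigen presentation, at 1.92 (standard error 0.37, adjusted p = 1.73e-04). Over all genes, 14 were higher and 48 lower at 28 than at 10 dpl, 7 in all without 28 dpl replicate 5, 94 without 28 dpl replicate 4 and 10 to 41 without 10 dpl replicate 4, 5 or 6 or 28 dpl replicate 6. The share higher depended on the scaling, at 22.6% on the deposited values, 38.1% after median-of-ratios and 40.0% after upper quartile rescaling.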

In both models, we observed an apparent transcriptional resolution of the activated microglial-associated genes, despite the removal of stimulus in the CLL model. Interestingly, this transcriptional resolution was somewhat in contrast to the moderately elevated numbers of microglia still present at the conclusion of the 28-day time-course.

### 3.6 Distinct responses in Müller glia gliosis and proliferation in the CLL and AL models

Using a limited number of time-points, our previous work suggested that MG do not undergo gliosis in the CLL model (Turkalj et al., 2021). Consistent with this report, we observed that MG in CLL did not significantly upregulate the expression of the intermediate filament GFAP, which is a hallmark of reactive gliosis (Figures 5B–H, Q) (Thomas et al., 2016; Ranski et al., 2018). In addition, our transcriptome studies confirmed no significant changes in *gfap* expression in the CLL model (Figure 5S). These findings were both in contrast to the AL model (Figures 5I–P), wherein MG first exhibited a gliotic response with a consolidation of GFAP in the ONL at 24–36 hpl (Figures 5J, K). This was followed by a more global MG gliosis at 5 dpl, with GFAP expression extending beyond the end feet into the inner retina (Figure 5M). These two waves were also represented transcriptionally, with a significant increase in *gfap* expression at 24 hpl, followed by a dramatic rise to a larger peak at 72 hpl (Figure 5S).

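Transcripts of gfap, the intermediate filament protein of glia, had a mean signal of 44.1 ± 12.4 (SD, n = 6) at 0 h in the CLL retinas and 21.5 ± 7.58 at 28 dpl, a log2 fold change of -1.03 (standard error 0.31, adjusted p = 0.0246 from limma). At 24 hpl the log2 fold change was -0.93 (standard error 0.31, adjusted p = 0.0341), at 5 dpl -0.89 (standard error 0.31, adjusted p = 0.0717) and at 10 dpl -0.33 (standard error 0.31, adjusted p = 0.645), and no time-point had gfap higher than 0 h. These adjusted p values depended on single libraries. At 28 dpl it was 0.0521 to 0.0842 without 0 h replicate 2, 0 h library A of set 1 or 28 dpl replicate 1 or 5, at 24 hpl 0.0575 to 0.116 without 0 h replicate 2, 0 h library A of set 1 or 24 hpl replicate 2, 5 or 6, and at 5 dpl 0.0473 to 0.0497 without 36 hpl replicate 1 or 5 dpl replicate 6.

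Of 16 measured Müller glia genes, 4 were lower and 1 higher at 24 hpl (5 and 1 adjusted over the list alone, camera adjusted p = 0.213). These include the fatty acid-binding protein genes fabp11b, at -3.86 (standard error 0.57, adjusted p = 9.88e-07), and fabp7a, at -3.18 (standard error 0.27, adjusted p = 2.09e-13). At 36 and 72 hpl the list as a whole was lower. At 36 hpl 2 were lower and 1 higher (3 and 1 adjusted over the list alone, camera adjusted p = 0.00272, adjusted p = 0.175 with an estimated correlation), and 5 were lower without 72 hpl replicate 4. At 72 hpl 3 were lower and 1 higher (3 and 2 adjusted over the list alone, camera adjusted p = 0.0399, adjusted p = 0.371 with an estimated correlation), with the camera adjusted p at 0.0512 to 0.313 without 0 h replicate 2 or 3, 0 h library A of set 2, 24 hpl replicate 1 or 72 hpl replicate 4 or 5. At 28 dpl, 1 was lower and 2 were higher (1 and 2 adjusted over the list alone, camera adjusted p = 0.595). Of 28 genes of Müller glia reprogramming, 3 were higher and 1 lower at 5 dpl (3 and 2 adjusted over the list alone), and the list did not pass the test (camera adjusted p = 0.514). Among them ascl1a, a proneural transcription factor needed for regeneration, rose at 5 dpl, at 2.17 (standard error 0.58, adjusted p = 0.00971). The gfap gene was chosen by the study and is in the Müller glia list.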

**FIGURE 5:**
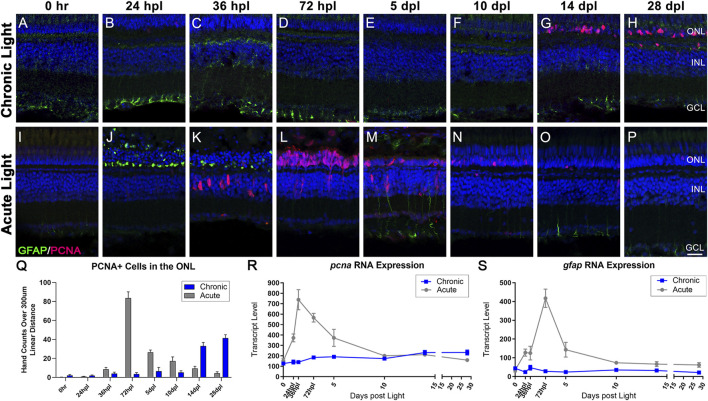
Distinct responses in Müller glia gliosis and proliferation in the CLL and AL models. Müller glia (MG) intermediate filaments were immunolabelled with anti-GFAP antisera (GFAP; green) and cell cycle re-entry was demonstrated with anti-PCNA antisera (PCNA; red). Nuclei were stained with TO-PRO-3 (blue). **(A–H)** The CLL model revealed minimal evidence of MG gliosis, localized to the inner retinal end feet. PCNA+ cells were minimal until 14 dpl, which demonstrated a significant increase in PCNA+ cells in the ONL that increased through 28 dpl. **(I–P)** Classic MG-mediated retinal regeneration in response to AL damage revealed an early increase in GFAP intensity in the ONL MG end feet at 24 hpl, and a second GFAP peak at 5 dpl. PCNA + cells resulting from MG division appeared in the INL at 36 hpl, which was followed by peak MGPC proliferation in the ONL at 72 hpl **(Q)** PCNA-positive nuclei quantified by hand-count over a 300 µm linear distance demonstrated the robust stem cell proliferation in the AL model (72 hpl-5 dpl; *p* < 0.0001), and late accumulation of PCNA + cells in the CLL model (14–28 dpl *p* < 0.0001). **(R,S)** Gene expression changes in *pcna* and *gfap* in CLL vs. AL damage models displayed as transcript pseudocounts from 3′mRNA-seq of individual retinas. **(R)** The transcriptional response of *pcna* followed the histological observations, with a strong peak in the AL model at 72 hpl vs. a slow mild increase in expression in the CLL model. **(S)** The *gfap* expression profile highlighted the robust gliotic response in the AL model in contrast with the absence of a significant response in the ALL model. (ONL = outer nuclear layer, INL = inner nuclear layer, GCL = ganglion cell layer; scale bar in panel P = 5 µm).

Next, we compared the proliferation responses in the CLL and AL models. In the CLL model, we confirmed the absence of a robust MG proliferation response in the INL throughout the time-course (Figures 5A–H). Instead, we observed a marked and significant increase in a subset of cells within the ONL that expressed the proliferative marker PCNA at 14 dpl, and continued at 28 dpl (Figures 5G, H; *p* < 0.0001). Likewise, *pcna* gene expression showed a mild, but steady increase starting at 3 dpl, which continued through the end of the time-course (Figure 5R). 

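The proliferation marker pcna rose in the CLL retinas from a mean signal of 127 ± 21.6 (SD, n = 6) at 0 h to 232 ± 57.4 at 28 dpl, a log2 fold change of 0.86 (standard error 0.18, adjusted p = 6.06e-04 from limma). It was 0.10 (standard error 0.18, adjusted p = 0.779) at 24 hpl, 0.53 (standard error 0.18, adjusted p = 0.0383) at 72 hpl, 0.60 (standard error 0.18, adjusted p = 0.0235) at 5 dpl, 0.46 (standard error 0.18, adjusted p = 0.116) at 10 dpl and 0.86 (standard error 0.18, adjusted p = 7.81e-04) at 14 dpl. The adjusted p at 72 hpl was 0.0512 to 0.112 without 0 h replicate 5 or 6, 0 h library A of set 1, 0 h library A of set 2 or 72 hpl replicate 1, 2, 5 or 6, and at 5 dpl 0.0581 to 0.0745 without 0 h replicate 5, 0 h library A of set 1 or 5 dpl replicate 5.

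Of 44 measured cell cycle genes, 13 were higher at 14 dpl and 21 at 28 dpl (15 and 22 adjusted over the list alone) and none was lower. The list was higher at 14 dpl (camera adjusted p = 9.41e-05, adjusted p = 0.259 with an estimated correlation) and at 28 dpl (camera adjusted p = 3.07e-08, adjusted p = 0.101 with an estimated correlation). At 5 dpl, 5 members were higher and 1 lower (3 higher without 0 h replicate 5, 5 and 1 adjusted over the list alone, camera adjusted p = 0.480). At 28 dpl the largest rises were in mcm2, a subunit of the replicative helicase, at 2.74 (standard error 0.51, adjusted p = 9.43e-05), and in aurkb, a mitotic kinase, at 2.48 (standard error 0.57, adjusted p = 0.00173).

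The 28 dpl replicate 5 library also held transcripts known from eggs, among them zp3b, a zona pellucida gene, with a signal of 417 against at most 43.4 in the other 47 libraries. Without that library, 15 cell cycle genes were higher at 28 dpl (camera adjusted p = 1.36e-05, adjusted p = 0.134 with an estimated correlation), and the log2 fold change of pcna was 0.74 (adjusted p = 0.00483 from limma). The log2 fold changes given above for mcm2 and aurkb include that library.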

Based on morphology and location, it is highly likely that these PCNA + cells in the ONL represented rod precursors. During constant neurogenesis of the adult zebrafish retina, rod PRs are added to the retina in an injury-independent manner (Stenkamp, 2011). As clusters of MG-derived progenitor cells (MGPCs) were never observed in this model, we hypothesized that the CLL model triggered an upregulation of this injury-independent neurogenesis mechanism. In support of this, we found evidence of both rod precursor proliferation within the ONL and migration of single PCNA + nuclei from INL to the ONL at 14 dpl in the CLL model (Supplementary Figure S7). In contrast, in the AL model, MG reentered the cell cycle at 36 hpl (Figure 5K) and generated a daughter cell that amplified to become a pool of multipotent MGPCs. This robust response was observed transcriptionally with a dramatic increase in *pcna* expression at 24–36 hpl (Figure 5R). The MGPCs then migrated to the ONL at 72 hpl (Figures 5L, Q), and from 5 to 10 dpl differentiated into new PRs (Figure 2N, 3N) and PCNA positivity decreased throughout the remainder of the time-course (Figures 5N–Q). Collectively, these data suggest very distinct responses from MG in that AL and CL models.

### 3.7 Comparative transcriptomic analysis of degeneration and regeneration models reveals inverse patterns of genes implicated in photoreceptor function and development

Using transcriptomic data for both AL and CLL models, we probed for genes corresponding early PR degeneration in CLL (0–5 dpl) and PR regeneration in AL (5–10 dpl). We hypothesized that critical PR genes that were significantly downregulated during sustained degeneration in the CLL damage paradigm, would overlap with a subset of genes that were significantly upregulated during regeneration in the AL model. Pairwise analyses between the 0–5 dpl CLL samples and the 5–10 dpl AL samples was performed, and genes with ≥2-fold decreased expression in 0 vs. 5 CLL (FDR<0.05) and ≥2-fold increased expression in 5 vs. 10 AL were categorized by gene ontology (GO) analysis using the GOrilla platform (Eden et al., 2007; Eden et al., 2009). REVIGO was used to consolidate redundant terms, and CirGO software was used to visualize the output in 2D pie chart format (Figures 6A, B) (Supek et al., 2011; Kuznetsova et al., 2019). The majority of differentially expressed genes (DEGs) in both the 0–5 dpl CLL and 5–10 dpl AL datasets were related to phototransduction (light purple GO1 in Figures 6A, B), with categories such as “response to light stimulus” and “visual perception.” 

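At 5 dpl of CLL, 139 genes were lower than at 0 h (limma, n = 6 per time-point), and many act in phototransduction. They include 9 of 15 rod phototransduction genes, 5 of 8 cone opsins and 5 of 22 other cone phototransduction genes, where chance gives 0.183, 0.0976 and 0.268 (two-sided Fisher's exact test, adjusted p = 7.15e-13, 2.25e-07 and 6.16e-05). By the same test, chosen after seeing the data, they also hold more genes than chance gives of outer segment structure (3 of 12, adjusted p = 0.00198), immediate early genes (4 of 25, 0.00145), cholesterol synthesis (4 of 22, 0.00108) and the clock (4 of 41, 0.00713). Without the fold minimum, 11 of 15 rod genes were lower and 0 higher (11 and 0 adjusted over the list alone, camera adjusted p = 1.02e-19). Of 8 cone opsins, 5 were lower and 0 higher (6 and 0 adjusted over the list alone, camera adjusted p = 2.05e-11). Both list calls held with an estimated correlation, and some genes of both lists were chosen by the study.

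The largest fall among genes named here was in opn1mw3, at a log2 fold change of -3.59 (standard error 0.43, adjusted p = 1.31e-08 from limma), and that of the cone opsin kinase gene grk1b was -2.67 (standard error 0.51, adjusted p = 1.61e-04). For the red opsin opn1lw1 it was -2.83 (standard error 0.37, adjusted p = 1.28e-07). The other cone phototransduction genes went both ways, with 8 of 22 lower and 3 higher (9 and 3 adjusted over the list alone, camera adjusted p = 0.0704). That count of lower genes was 3 to 5 without 0 h replicate 2, 3, 5 or 6, 0 h library A of set 1, 0 h library A of set 2 or 5 dpl replicate 1, 2, 3, 4 or 5, and the adjusted p was 0.0227 to 0.0491 without 0 h library A of set 1 or 72 hpl replicate 4.

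Of 12 genes of outer segment structure, 4 were lower and 4 higher (5 and 4 adjusted over the list alone, camera adjusted p = 0.568). Of 19 photoreceptor transcription factors, 5 were lower and 1 higher (6 and 2 adjusted over the list alone, camera adjusted p = 0.0114, adjusted p = 0.178 with an estimated correlation). Without 5 dpl replicate 5, 3 were lower. In the same retinas the visual cycle and pigment epithelium list was higher, with 9 of 25 members higher and 1 lower (10 and 1 adjusted over the list alone, camera adjusted p = 3.83e-06, adjusted p = 0.103 with an estimated correlation), led by rdh5, a retinol dehydrogenase of the pigment epithelium, at 2.14 (standard error 0.35, adjusted p = 1.02e-05).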

The next largest GO term, related to a cellular response to an external stimulus, was also shared between the datasets (slate blue GO2 in Figures 6A, B). 

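Genes that were lower at 5 dpl than at 0 h in CLL were compared with genes that the authors' deposited comparison lists as higher from 5 to 10 dpl in AL, at an FDR under 0.05 and a fold of at least 2 in both. Of 139 genes lower in CLL by limma (n = 6 per time-point), 63 (45.3%) were among 264 genes higher in AL, where chance gives 3.22 (odds ratio 45.5, two-sided Fisher's exact test, p = 2.45e-67, over 11395 genes). By the authors' own deposited comparisons, 133 genes are lower in CLL and 277 higher in AL, and 61 are in both. The rod phosphodiesterase gene pde6a, one of these, has the authors' log2 fold change of -2.55 in CLL and 2.10 in AL, and the green opsin gene opn1mw2 has -2.87 and 3.45. Overlap in the other direction was also beyond chance, with 27 genes higher in CLL and lower in AL in the authors' comparisons, where chance gives 5.95 (p = 5.38e-11). For genes lower in both, the overlap was 3 where chance gives 2.11 (two-sided Fisher's exact test, p = 0.472), and for genes higher in both it was 12 where chance gives 6.81 (odds ratio 1.82, p = 0.0495). The AL libraries behind the AL comparison are not analysed here, and genes that vary together are not independent in this test.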

Next, when we directly compared the genes within the AL upregulated group (grey) and CLL downregulated group (blue), we found 196 genes in the former category and 22 in the later (Figure 6C). Remarkably, 70% of the CLL downregulated genes were also in the AL upregulated gene set (Figure 6C), confirming our original hypothesis. The 13 genes that overlapped in these datasets included the dominant cone cell opsin, *opn1mw2*, genes known to be involved in rod phototransduction, such as *gnat1,* and *pde6a* (Sun et al., 2018), and a transcription factor known to play a role in retinal development, *rx1* (Figures 6C, D). 

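Genes of the rod cascade fell at 5 dpl of CLL. The rod transducin gene gnat1 went from a mean signal of 4998 ± 476 (SD, n = 6) at 0 h to 1211 ± 163 at 5 dpl, a log2 fold change of -2.05 (standard error 0.27, adjusted p = 1.28e-07 from limma). The phosphodiesterase gene pde6a fell, at -2.54 (standard error 0.34, adjusted p = 2.27e-07), and the transducin subunit genes gngt1 and gnb1b had log2 fold changes of -2.06 and -1.52. Expression of opn1mw2 had a log2 fold change of -2.89 (standard error 0.46, adjusted p = 5.71e-06), while for its paralog opn1mw1 it was -1.02 (standard error 0.92, adjusted p = 0.639). The transcription factor gene rx1 fell from 955 ± 178 to 358 ± 103, at -1.44 (standard error 0.25, adjusted p = 3.45e-05). The gene gc2, a guanylate cyclase of photoreceptors, was at -1.32 (standard error 0.43, adjusted p = 0.0421), and its adjusted p was 0.0545 to 0.177 without 0 h replicate 5 or 6, 0 h library A of set 1, 0 h library A of set 2 or 5 dpl replicate 1, 2, 5 or 6. The activity-dependent transcription factor gene npas4a was at -2.55 (standard error 0.64, adjusted p = 0.00516), with -0.93 in the first library set and -4.18 in the second. Of 14 genes looked up from Figures 6C and 6D, 13 are listed and 12 were lower by limma with a fold of at least 2.

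The paper hypothesized that critical photoreceptor genes that go down during CLL degeneration would overlap with genes that go up as AL retinas regenerate. It concludes from the overlap that they do, and the legend of its Fig. 6 calls the 2 landscapes inverse.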

Interestingly, STRING analysis of the 13 overlapping genes pointed to a relational cross-talk between rod and cone PRs in these models (Figure 6D) (Szklarczyk et al., 2015). We found that a hub of rod-specific phototransduction genes (*gnat1*, *pde6a*, *gc2*, and *gngt1*) have an association with the medium wave-length cone opsins (*opn1mw1* and *opn1mw2*) (Figure 6E), potentially indicating a connection between rod and cones in these time windows.

**FIGURE 6:**
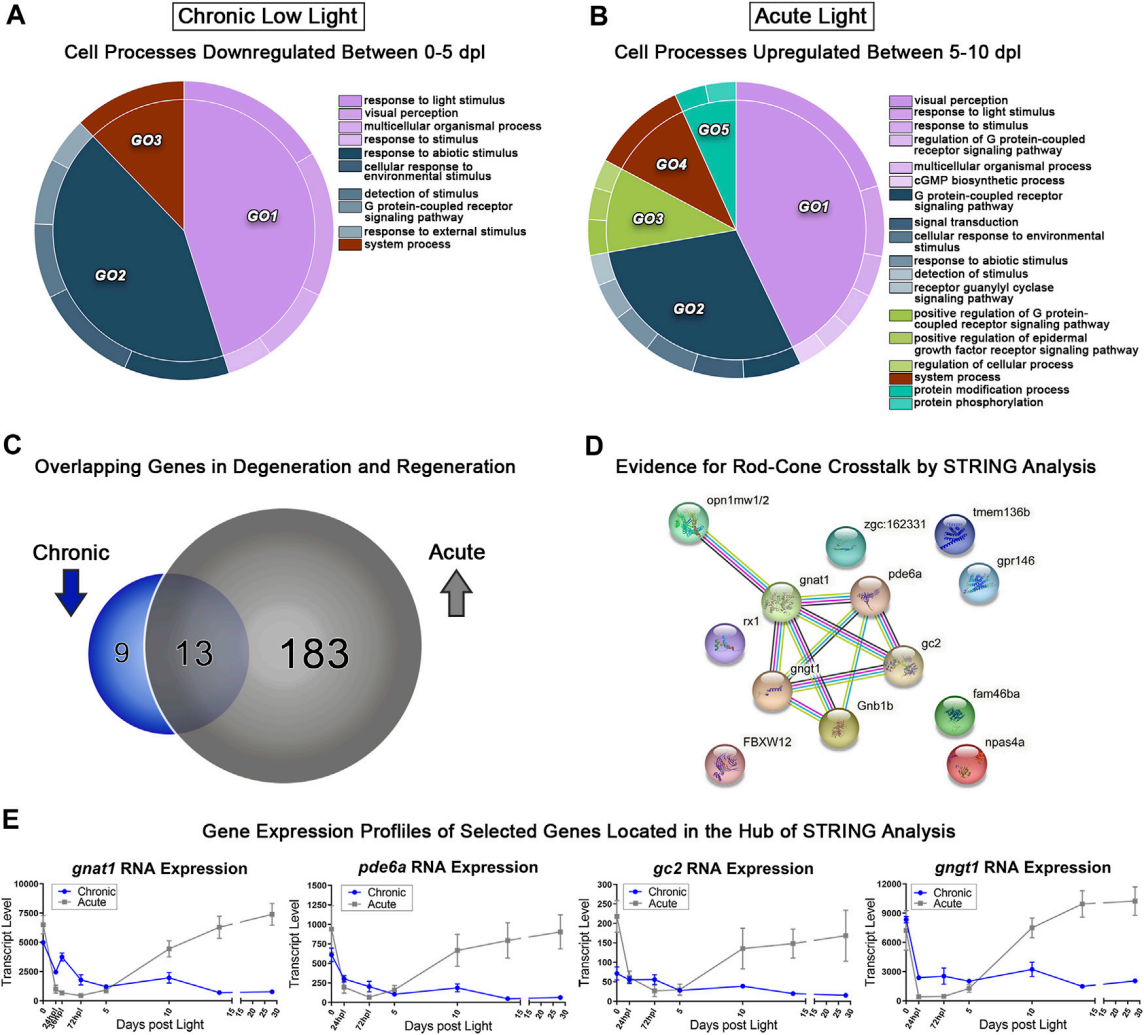
Comparative transcriptomic analysis of photoreceptor degeneration and regeneration. **(A)** Gene ontology (GO) analysis was performed on all downregulated differentially expressed genes (DEGs) in the 0–5 dpl CLL analysis with a fold change ≥2 (FDR<0.05). Redundant terms were consolidated using REVIGO, and visualized using the CirGO visualization software. **(B)** The same GO analysis and visualization was performed for all upregulated genes in the 5–10 dpl window of PR differentiation in the AL model with a fold change ≥2 (FDR<0.05). **(C)** Visual representation of the gene targets identified by the input cut-offs described above, with 22 genes downregulated in the CLL group, 196 upregulated in the AL group, and 13 genes duplicated in both groups, representing inverse transcriptional landscapes during degeneration and regeneration processes. **(D)** The 13 overlapping genes were input into the STRING platform to probe for known genetic interactions, revealing several rod-associated genes interacting with cone opsins during these two processes. **(E)** Transcript pseudocounts for 4 selected genes related to visual function were plotted for the entire 28dpl time-course (chronic low light in blue, acute light in grey).

Next, we probed the CLL dataset for genes with a *positive* fold-change ≥2 (FDR<0.05) from 0 to 5 dpl. 

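At 5 dpl of CLL, 390 genes were higher than at 0 h (limma, n = 6 per time-point). The largest rise was in ptgdsb.1, a prostaglandin D synthase gene, from a mean signal of 15.8 ± 7.77 (SD, n = 6) to 1050.4 ± 791, a log2 fold change of 5.67 (standard error 0.54, adjusted p = 3.57e-11 from limma). Next among the genes with known products was sox11b, and after it came fam213b, which encodes a peroxiredoxin-like prostamide synthase, at 4.76 (standard error 0.30, adjusted p = 2.03e-17), and atf3, a stress-induced transcription factor, at 4.37 (standard error 0.32, adjusted p = 5.62e-15). The cryptochrome DNA photolyase gene cry-dash rose, at a log2 fold change of 4.06 (standard error 0.29, adjusted p = 4.14e-15). The change from 0 h differed between the library sets for 2 genes (adjusted p under 0.05 for the interaction, 444 genes at an unadjusted p under 0.05), a number that was 0 to 4 without 0 h replicate 2, 0 h library A of set 1, 72 hpl replicate 4 or 5 dpl replicate 2 or 5.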

We hypothesized that these genes represent pro-survival networks for rod and cone PRs. The top two GO categories for this group of genes included classifications of “response to stimulus,” “response to stress,” and “regulation of synapse structure” (beige and dark purple GOs, Figure 7A). 

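Stress genes of several kinds rose together at 5 dpl of CLL. Of 30 measured genes of oxidative stress and iron, 12 were higher and 0 lower than at 0 h (14 and 0 adjusted over the list alone, camera adjusted p = 1.22e-06). Among them txn, which encodes thioredoxin, was at a log2 fold change of 3.28 (standard error 0.41, adjusted p = 4.29e-08 from limma, n = 6 per time-point), and hmox1a, heme oxygenase, at 2.35 (standard error 0.49, adjusted p = 5.57e-04). Of 26 genes of endoplasmic reticulum stress, 10 were higher and 0 lower (10 and 0 adjusted over the list alone, camera adjusted p = 3.68e-06), with hspa5, the chaperone BiP, at 1.82 (standard error 0.24, adjusted p = 1.72e-07). DNA damage repair and p53 genes were higher in 9 of 28 cases and lower in 1 (11 and 1 adjusted over the list alone, camera adjusted p = 4.10e-04), with xpc, a nucleotide excision repair gene, at 2.01 (standard error 0.29, adjusted p = 1.00e-06). These 3 calls held with an estimated correlation.

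Of 27 heat shock and chaperone genes, 10 were higher and 0 lower (10 and 0 adjusted over the list alone, camera adjusted p = 8.41e-06, adjusted p = 0.101 with an estimated correlation), with bag3, a co-chaperone, at 2.52 (standard error 0.39, adjusted p = 3.84e-06). Interferon response and antigen presentation genes were higher in 18 of 31 cases (20 adjusted over the list alone, camera adjusted p = 4.15e-13, which held with an estimated correlation), with psmb8a, an immunoproteasome subunit, at 3.20 (standard error 0.46, adjusted p = 7.63e-07). In 5 dpl replicate 6 the interferon-induced gene isg15 had a signal of 1018, and without this library 11 interferon genes were higher. Apoptosis genes did not pass as a list, with 1 of 17 higher and 1 lower (1 and 1 adjusted over the list alone, camera adjusted p = 0.332), nor did inflammatory signals, with 1 of 25 higher and 0 lower (1 and 0 adjusted over the list alone, camera adjusted p = 0.745).

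Of 21 genes of synaptic vesicles and ribbons, 4 were lower and 0 higher (4 and 0 adjusted over the list alone, camera adjusted p = 0.00115, adjusted p = 0.325 with an estimated correlation). They include cplx4c, a complexin of ribbon synapses, at -2.08 (standard error 0.35, adjusted p = 1.75e-05), and cacna1fb, a photoreceptor calcium channel, at -0.96 (standard error 0.20, adjusted p = 5.02e-04).

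**Figure D1:**
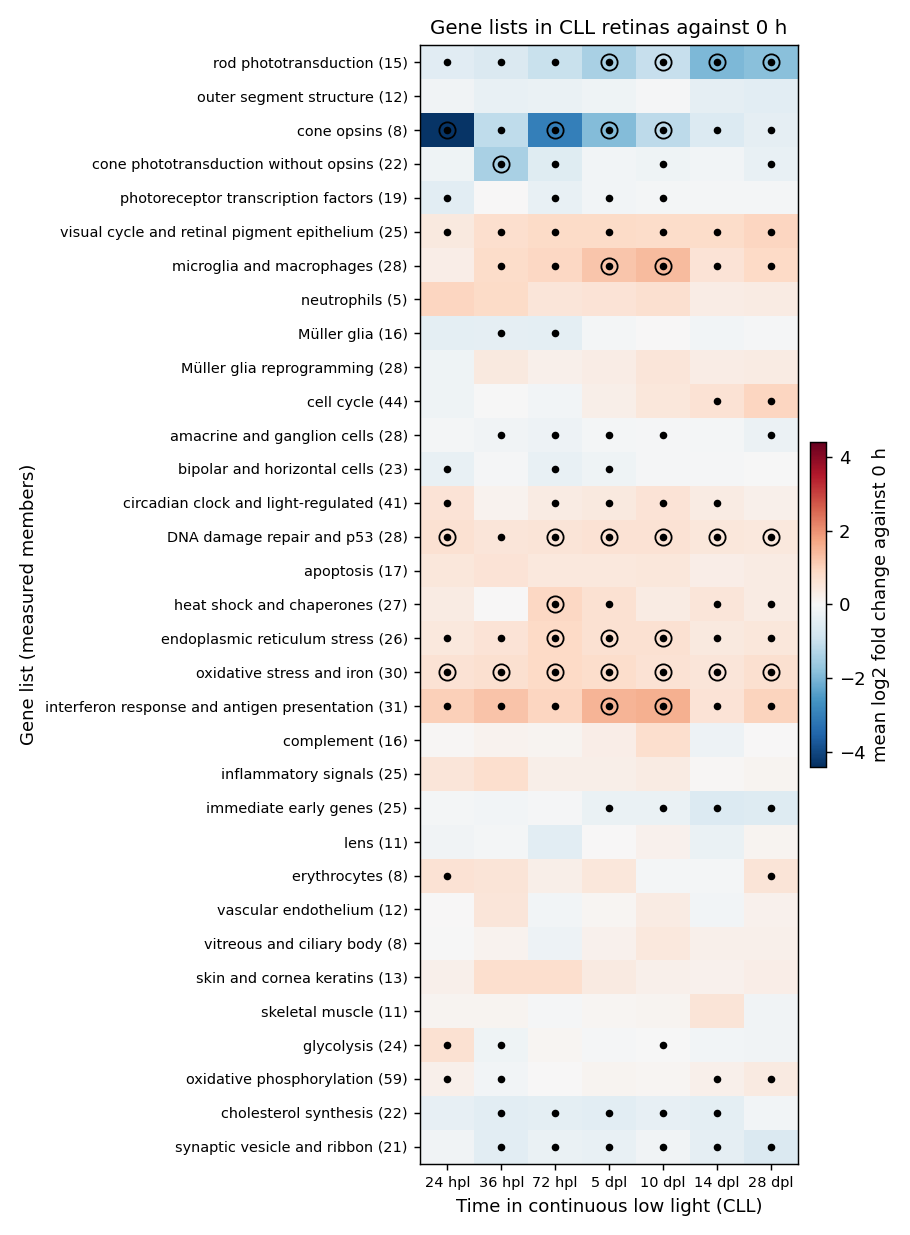
Mean log2 fold change against 0 h of the measured members of each gene list (vertical axis) at each CLL time-point (horizontal axis, n = 6 retinas each), with blue for lower and red for higher. Dots mark the camera calls, 108 of 231, and rings those that also hold with an estimated correlation, 30.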

Various other GO categories related to cell surface signaling and immune system processes (Figure 7A). 

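Cone arrestin arr3b, the DNA repair gene ddb2 and the developmental transcription factor gene sox11b each rose at 5 dpl of CLL. For arr3b the mean signal was 863 ± 96.9 (SD, n = 6) at 0 h and 4104 ± 706 at 5 dpl, a log2 fold change of 2.24 (standard error 0.28, adjusted p = 4.51e-08 from limma). For ddb2, which encodes a protein that binds UV-damaged DNA, it was 195 ± 37.1 at 5 dpl, at 4.14 (standard error 0.22, adjusted p = 4.18e-20). For sox11b it was 45.5 ± 10.7 and 1492 ± 339.8, at 5.01 (standard error 0.27, adjusted p = 4.18e-20). Every 5 dpl retina was above every 0 h retina for each of these genes. By 28 dpl sox11b had fallen again relative to 5 dpl, at -1.98 (standard error 0.27, adjusted p = 6.83e-06), and ddb2 was still 10.5 times its 0 h level in the fit (adjusted p = 3.60e-16). The study chose these genes from the comparison of 0 h with 5 dpl.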

We also found significant changes in select genes known to encode proteins that play roles in visual perception, DNA repair, and eye development (Figure 7B). For example, the *arrestin3b* gene (*arr3b*), encodes a G-protein coupled receptor binding protein required for the termination of cone phototransduction. Similar to GNAT1 in rods, ARR3 translocates from the outer segment to the inner segment of cones following bright light stimulation (Zhang et al., 2003), supporting a role for these proteins in light-dark adaptation. The *ddb2* gene encodes a p53-associated protein involved in global DNA repair following UV light damage (Hwang et al., 1999). The *sox11b* transcription factor is critical in central nervous system development, including retina and lens formation (Wurm et al., 2008; Jiang et al., 2013; Anand and Lachke, 2017) where it plays a role to maintain proper levels of Hedgehog signaling during ocular morphogenesis (Pillai-Kastoori et al., 2014). Finally, *rcvrn3* (*visinin*) encodes a cone-specific recoverin that modulates the recovery phase of the PR response to light stimulation, leading to their prolonged life. This *visinin* gene (*rcvrn3*), however, is unique to zebrafish and some species of birds and amphibians and we found that it had an inverse expression pattern in the CLL model relative to its rod counterpart, *rcvrna* (recoverin) (Figure 7B) (Lamb and Hunt, 2018). Collectively, this dataset offers the field a new set of genetic networks associated with chronic PR degeneration and survival.

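The visinin gene rcvrn3 was higher than at 0 h, and the recoverin gene rcvrna lower, at most CLL time-points. For rcvrn3, whose mean signal was 509 ± 104 (SD, n = 6) at 0 h, the log2 fold change was 2.80 (standard error 0.24, adjusted p = 3.04e-13 from limma) at 24 hpl, -0.17 (adjusted p = 0.749) at 36 hpl, 2.83 at 72 hpl, 2.46 at 10 dpl, 2.11 at 14 dpl and 1.31 (standard error 0.24, adjusted p = 6.52e-05) at 28 dpl. For rcvrna, with 693 ± 70.8 at 0 h, it was -1.61 (standard error 0.37, adjusted p = 0.00138) at 24 hpl, -2.11 at 36 hpl, -2.25 at 72 hpl, -1.82 at 10 dpl, -2.45 at 14 dpl and -1.98 (standard error 0.37, adjusted p = 1.14e-04) at 28 dpl. All of these passed an adjusted p of 0.05 except rcvrn3 at 36 hpl. Both encode calcium sensor proteins of photoreceptors.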

**FIGURE 7:**
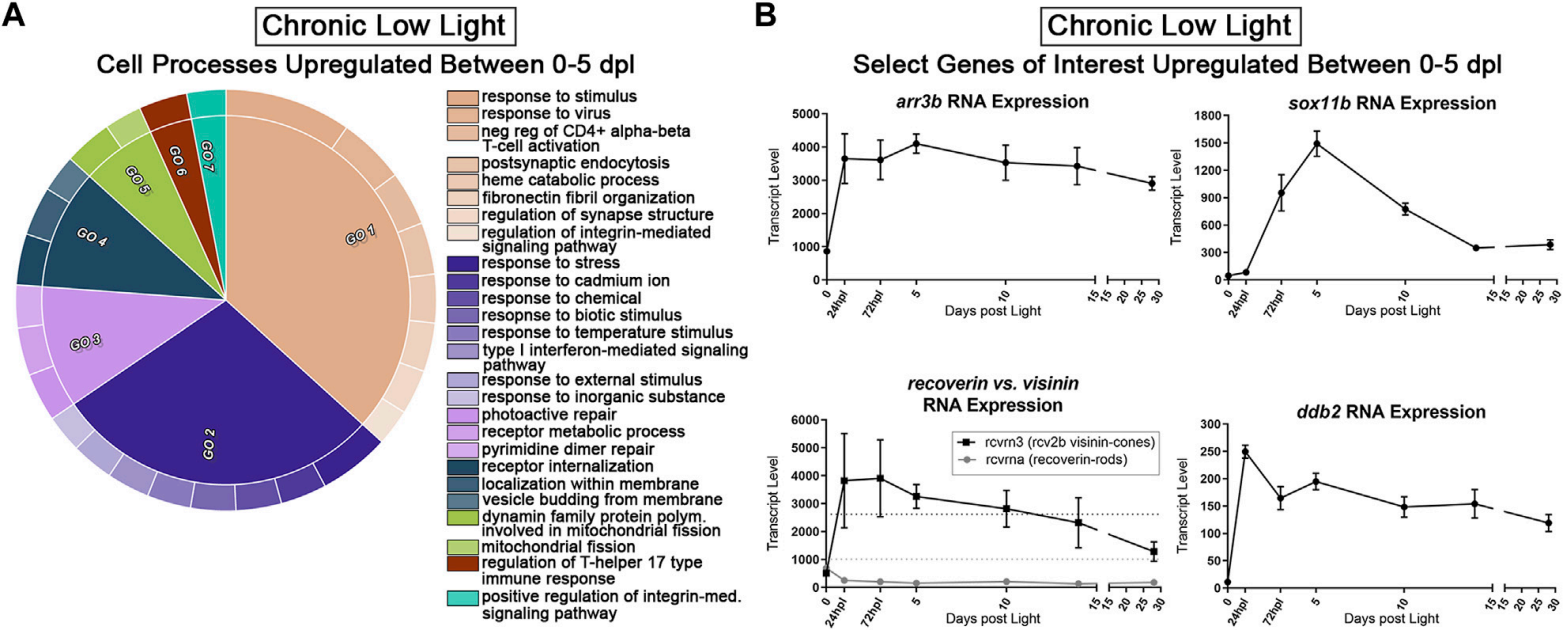
Transcriptomic analysis of early PR degeneration in the CLL Model. **(A,B)** Pairwise comparisons were performed on the 3′mRNA-seq datasets for 0 h and 5 dpl CLL model, representing a window of PR degeneration. **(A)** Gene ontology (GO) analysis was performed on all upregulated differentially expressed genes (DEGs) with a fold change ≥2 (FDR<0.05). Redundant terms were consolidated using REVIGO, and visualized using the CirGO visualization software. Common GO themes identified represent visual system, cell signaling, and immune system processes. **(B)** Select 3′mRNA-seq pseudocount graphs for genes that represent putative PR survival mechanisms.

### 3.8 Photoreceptors partially recover when the CLL stimulus is removed

At 10 dpl in the CLL model both rod and cone OS were truncated by 40%–60%; however, the cone cells were still present, whereas a loss of some rod PRs was evident based on the thinning ONL (Figures 2, 3). This predilection for damaging rods over cones is similar to what is observed in some human retinal degenerative diseases, such as age-related macular degeneration (Curcio et al., 1996). Unlike the disease state, which is not reversible, the CLL model can be discontinued at any time, allowing us to test whether this chronic stress on PRs is reversible. Specifically, we asked whether the discontinuation of the CLL stimulus would allow for recovery of truncated rod and cone OS and the restoration of rod nuclei. To test this, we subjected the animals to CLL for 10 days, and then returned the remaining unharvested animals back to their normal light:dark housing conditions for 2 weeks (Figures 1, 8). Eyes were harvested for immunohistochemical analysis at 0 h, 10 dpl, and after a 2-week recovery period at 24 dpl (Figure 8).

**FIGURE 8:**
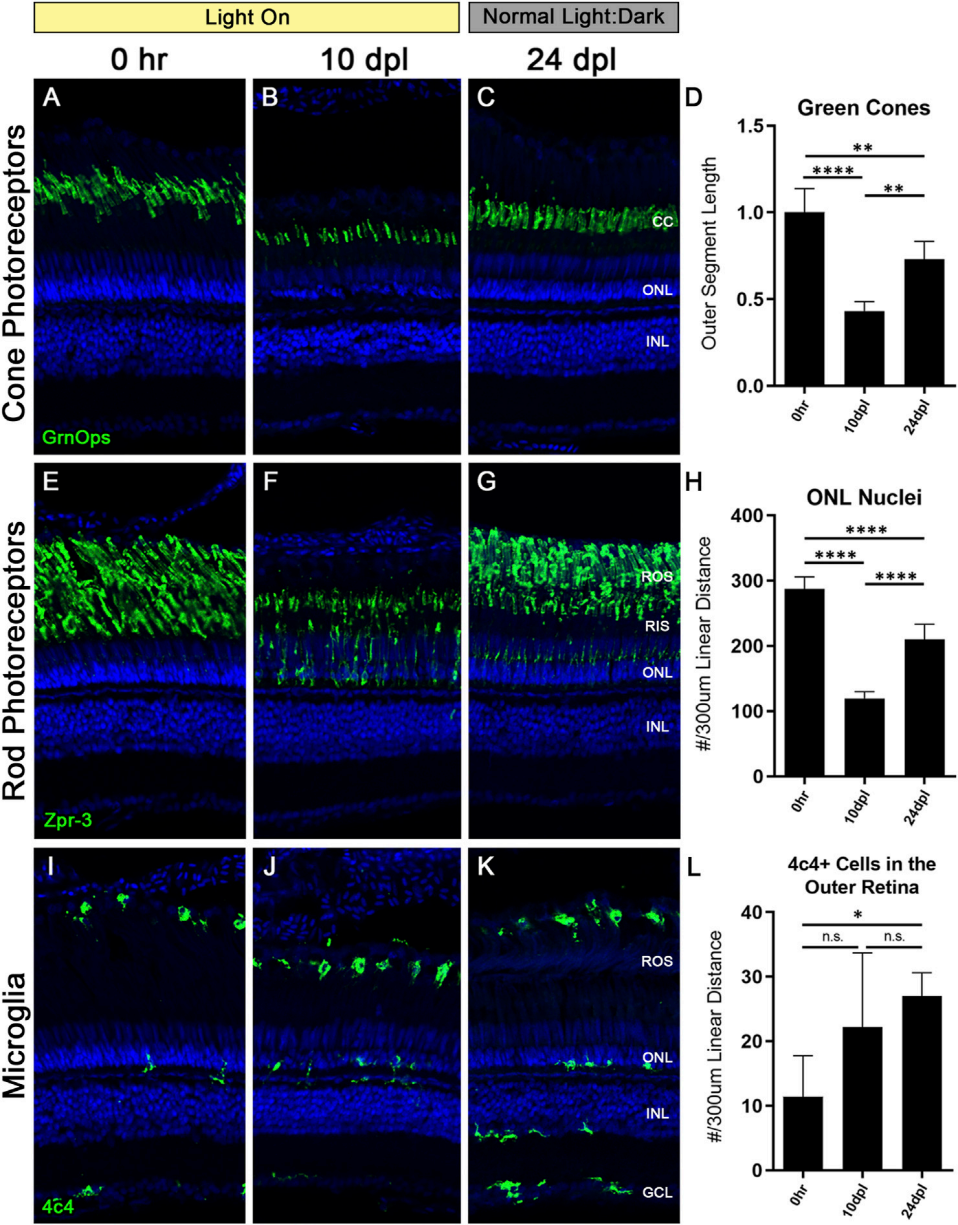
Truncated photoreceptor outer segments recover when zebrafish are transferred back to normal light:dark conditions. Zebrafish were subjected to the CLL lesion protocol for 10 days, then returned to normal light:dark housing conditions and allowed to recover for 14 days. After the 14-day recovery period, retinas were harvested at 24 days post initial light (dpl). **(A–C)** Retinal sections were immunolabelled with anti-Green Opsin (green) labelling green cone PRs. Significant truncation of cone outer segments (OS) was observed at 10 dpl, and following the 14-day recovery, cone OS length was partially restored. **(D)** Green cone OS length was quantified using ImageJ (*n* = 5–6). At 10 dpl of CLL exposure, OS length was reduced by >50% (*p* < 0.0001). Partial recovery of OS length was achieved to ∼75% of baseline levels (*p* < 0.002). **(E–G)** Rod PRs were immunolabelled with zpr-3 marking rhodopsin (green). **(F)** At 10dpl, we observed significant truncation of the ROS and internalization of the zpr-3 signal. **(G)** Following the 14-day recovery under normal light conditions, ROS presented morphological recovery and OS length was partially restored. **(H)** ONL nuclei were quantified by hand count over a 300 µm linear distance. Following significant loss of ONL nuclei at 10dpl (*p* < 0.0001), after retinas recovered for 14 days, ONL nuclei counts were restored up to ∼75% of the 0 h baseline (*p* < 0.0001). **(I–K)** Microglia in retinal sections were labeled with a 4c4+ antibody (green). 4c4+ cells clearly reside at the outer margin of the ROS at every stage of the protocol. **(L)** Hand count of 4c4+ cells present in the outer retina PR-layer over a 300 µm linear distance reveals an increase in microglia after the onset of the light exposure, despite removal of the light stimulus (*p* < 0.01 at 28 dpl). (CC = green cone cell outer segments, ONL = outer nuclear layer, INL = inner nuclear layer, ROS = rod outer segments, RIS = rod inner segments, GCL = ganglion cell layer).

We observed a significant recovery of both rod and cone OS (Figures 8C, G). Green cone outer segments recovered to ∼75% their original length (Figure 8D), but lacked the classic cone-shaped morphology, with the tips of the outer segments having a frayed appearance (Figure 8C). Rod outer segments also recovered to ∼75% of their length; however, zpr-3 staining was still evident in the RIS. ONL nuclei, which are primarily rod PRs, also recovered to ∼73% of normal from the reduction at 10 dpl (Figure 8H). Finally, despite removal of the light stimulus, we observed a significant number of activated microglia present in the subretinal space near the RPE/ROS boundary compared with undamaged control retinas (Figures 8I, L; *p* < 0.01). Of note, microglia in the inner retina remained in a resting/ramified morphological state, similar to control retinas (Figures 8I, K). Future studies will be aimed at determining the role of these microglia in CLL damage conditions and recovery.

## 4 Discussion

For over two decades, the adult zebrafish retina has been extensively studied due to its remarkable capacity to regenerate upon significant acute insult (Fausett and Goldman, 2006; Bernardos et al., 2007; Fimbel et al., 2007; Thummel et al., 2008b). These studies have contributed to our fundamental understanding of the stem-cell potential of MG, PR developmental pathways in the adult retina, and immune cell roles in this process. With the advent of recent low-cost, low-input RNA sequencing technologies like 3′mRNA-seq, studies of the transcriptional consequences of retinal damage have become more accessible to a broader range of researchers. Towards this end, we previously reported a transcriptional and morphological characterization of the full 28-day time-course of retinal regeneration in the AL model (Kramer et al., 2021). However, the AL model does not accurately reflect the slow PR degeneration observed in numerous hereditary retinal degenerative diseases, or in late onset diseases of the aging retina such as age-related macular degeneration. As such, we sought to further investigate our recently-described CLL model (Turkalj et al., 2021) and directly compare it to the AL model. This comparative analysis revealed a number of novel findings in our CLL model, including a differential sensitivity of rods and cones, a “switch” in green opsin paralogue expression, a lack of overt MG gliosis or proliferation, and data showing that PRs can recover if the CLL damage is discontinued. Comparative transcriptomic analysis also revealed a subset of genes that are likely critical in both models, and candidate pro-survival genes for future functional tests.

It is well established that cone PRs are more resistant to broad spectrum light damage than rod PRs, which is a consequence of their functional specialty (Korenbrot and Rebrik, 2002). However, there is still a need to better understand how cone PRs respond to stress in models permissive to regeneration, with the goal of harnessing the mechanisms of these stress response pathways for targeted therapeutic approaches in human retinal degenerative diseases. We observed that cone PRs in the CLL model exhibited rapid truncation of their outer segments to ∼50% of their baseline length at 24 hpl, and that this truncation was maintained throughout the entire time-course (Figures 2B, Q; Supplementary Figure S1). Maintenance of the truncated outer segments was likely aided by an increase in cone opsin expression. For example, after falling nearly to zero transcripts at 24 hpl, the green cone opsin (*opn1mw2*) began an upward trajectory of expression, despite the animals remaining in the light stimulus for the entire 28-day time-course (Figure 2R). This observation was consistent for all cone opsins (Figure 2R; Supplementary Figures S1K, V), and even reached full recovery to the 0 h baseline for UV opsin (*opn1sw1*; Supplementary Figure S1K). 

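All 8 cone opsins were lower at 24 hpl of CLL than at 0 h (8 adjusted over the list alone, limma and camera adjusted p = 6.45e-19, n = 6 per time-point), and the list call held with an estimated correlation. The UV opsin opn1sw1 went from a mean signal of 12594 ± 1817 (SD, n = 6) at 0 h to 4015 ± 2956 at 24 hpl, a log2 fold change of -1.94 (standard error 0.28, adjusted p = 7.30e-07 from limma), and stood at 114% of 0 h at 28 dpl, at 0.15 (standard error 0.28, adjusted p = 0.802). The blue opsin opn1sw2 was at -2.71 (standard error 0.30, adjusted p = 9.80e-10) at 24 hpl and at 64.1% of 0 h at 28 dpl, at -0.63 (standard error 0.30, adjusted p = 0.182). The red opsin opn1lw1 was at -3.87 (standard error 0.37, adjusted p = 1.89e-11) at 24 hpl, 109.9% of 0 h at 36 hpl and 49.6% at 28 dpl, at -1.04 (standard error 0.37, adjusted p = 0.0626), where the adjusted p was 0.0439 to 0.0494 without 0 h replicate 5, 24 hpl replicate 1, 72 hpl replicate 2 or 10 dpl replicate 4. From 5 to 28 dpl it rose, at 1.79 (standard error 0.37, adjusted p = 0.00451). Its copy opn1lw2 was at -4.73 (standard error 0.67, adjusted p = 4.59e-07) at 24 hpl (43.8 in mean signal without 24 hpl replicate 5, 86.7 with it) and at 330.4% of 0 h at 28 dpl, at 2.12 (standard error 0.67, adjusted p = 0.0319), where the adjusted p was 0.0504 to 0.139 without 0 h replicate 2 or 3, 0 h library A of set 1 or 28 dpl replicate 3, 4, 5 or 6.

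Between 5 and 28 dpl, 3 of the 8 cone opsins were higher and 0 lower (8 and 0 adjusted over the list alone, camera adjusted p = 6.85e-11), and this call held with an estimated correlation. One of the 3, opn1sw2, had an adjusted p of 0.0481, which was above 0.05 without any 1 of 28 libraries, at most 0.119. At 28 dpl, 2 cone opsins were still lower than at 0 h and 1 was higher (4 and 1 adjusted over the list alone). The list itself had a camera adjusted p of 0.0446 (adjusted p = 0.463 with an estimated correlation), and 0.0574 to 0.0798 without 0 h replicate 2 or 3, 0 h library A of set 2 or 28 dpl replicate 1 or 2. Several opsins of this list were chosen by the study.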

Interestingly, we also observed a “switch” in green opsin paralog expression with the recruitment and significant upregulation of *opn1mw1*, the green opsin paralog that normally has the lowest number of transcripts expressed (Figure 2R). We hypothesize that this switch and the slow increase of expression in all the opsins represents a mechanism to adapt to conditions of chronic stress. Another potential mechanism to protect cones from CLL damage is the gene and protein expression changes we observed to Arrestin. Arrestins function in the visual system to shut off phototransduction (Renninger et al., 2011; Deming et al., 2015). In the CLL model, we found a tripling of expression of cone arrestin (*arr3a*) transcripts immediately following light onset (Supplementary Figure S2I). In addition, we noted a shift in Arrestin3a localization (as determined by zpr-1 immunolocalization) from the perinuclear region to the OS during the early time-points following light onset (Supplementary Figures S2B, C). This translocation is consistent with mammalian models of light exposure (Zhang et al., 2003; Coleman and Semple-Rowland, 2005) and our previous characterization of this CLL model (Turkalj et al., 2021), and may represent an attempt to dampen the phototransduction signal in the OS and reduce phototoxicity.

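Cone arrestin arr3a, which shuts off activated cone opsins, rose from a mean signal of 5404 ± 1609 (SD, n = 6) at 0 h to 16074 ± 4655 at 24 hpl of CLL, 2.97 times the 0 h mean. This is a log2 fold change of 1.57 (standard error 0.24, adjusted p = 2.80e-06 from limma). It was -0.22 (standard error 0.24, adjusted p = 0.656) at 36 hpl, 1.15 (standard error 0.24, adjusted p = 5.46e-04) at 72 hpl and 1.27 (standard error 0.24, adjusted p = 1.77e-04) at 5 dpl. At 28 dpl arr3a was at 117% of 0 h, with a log2 fold change of 0.17 (standard error 0.24, adjusted p = 0.735).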

We found an interesting pattern of expression in a set of phototransduction associated DEGs which are relatively understudied in zebrafish retinal degeneration and regeneration (Figure 7B). These two genes, *rcvrna* and *rcvrn3,* encode two different, but related, classes of proteins termed Recoverins and Visinins, respectively. Recoverins are expressed in nearly all vertebrate retinal PRs, and represent a class of Ca^2+^ binding proteins that modulate the recovery phase of the PR response to light stimulation. Levels of Ca^2+^ are higher during conditions of low light, and in this state, Recoverin inhibits activity of Grk1, which slows the phosphorylation of activated rhodopsin, leading to prolonged active lifetime of rhodopsin (Lamb and Hunt, 2018; Hofmann and Lamb, 2023). Visinins serve the same general physiological function in PRs, with two important distinctions: 1) they are expressed in cone PRs rather than rods, and 2) they are not expressed in mammals. Visinins were lost to mammals and cartilaginous fish during evolution, but some species of birds, amphibians, and bony fish such as the zebrafish, have retained these genes (Lamb and Hunt, 2018; Ogawa and Corbo, 2021). Notably, these are all organisms capable of at least some level of retinal regeneration. Interestingly, in the CLL damage paradigm, *rcvrna* (Recoverin a) exhibited ∼2-fold reduction in gene expression from 0 to 5 dpl; in contrast, *rcvrn3* (Visinin) gene expression increased ∼2.7 fold in this same time window (Figure 7B). This stark contrast in rod vs. cone PR expression of these pro-survival phototransduction genes may lend insight into why cones are more resistant to CLL exposure.

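At 5 dpl of CLL, rcvrna had a mean signal of 153 ± 39.6 (SD, n = 6), 22.1% of the 0 h mean. On the log2 scale this is -2.21 (standard error 0.37, adjusted p = 1.91e-05 from limma), and every 5 dpl retina was below every 0 h retina. The mean signal of rcvrn3 was 3259 ± 427, 6.40 times the 0 h mean. Its log2 fold change was 2.69 (standard error 0.24, adjusted p = 3.09e-12), and every 5 dpl retina was above every 0 h retina.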

Rod PRs showed stark differences to cone PRs in the CLL model, both morphologically and transcriptionally. In contrast to the immediate truncation of OS observed in cone PRs in the CLL model, rod OS exhibited a slow progressive truncation of the outer segments (Figures 3A–H). This truncation was statistically significant at 72 hpl and continued until the OS were nearly absent at 28 dpl (Figure 3H). OS truncation was also accompanied by a loss of ONL nuclei, which are primarily rod PRs (Figures 3H, 8H) (Raymond and Barthel, 2004; Lagman et al., 2015). This loss and rod OS truncation are reflected in the slow and steady decline of *rhodopsin* gene expression throughout the time-course (Figure 3S). Interestingly, however, not all rods were lost. Indeed, we observed an apparent LD_50_ of light exposure for rod PRs in the CLL model, in which we saw a ∼50% reduction in rod nuclei at 10 dpl that held relatively steady through 28dpl (0 h baseline: 287 nuc ±18.7, 28 dpl: 126.8 nuc ±26.2).

We hypothesize that rods are maintained during these later time-points by increasing the rate of rod neurogenesis in the ONL. This is supported by the observation of significant numbers of PCNA + cells in the ONL at later time-points (Figures 5G, H), and the partial recovery of ONL nuclei when the CLL is removed (Figure 8G). This may represent an alternative mechanism for rod PR replacement in this model of light-induced chronic damage. Interestingly, although the MG-mediated regenerative response to acute damage is well characterized, the rod precursor lineage of rod PR replacement is less well described. It is known that rod precursor cells are generated stochastically from slowly cycling MG that undergo asymmetric cell divisions to generate a unipotent rod progenitor in the absence of damage (Stenkamp, 2011). This mechanism is required for normal maintenance of the teleost adult retina, because these animals undergo retinal neurogenesis throughout their lifetime. What has been less studied is whether this mechanism can be co-opted as an alternative approach of rod-specific regeneration. And while this work is the first to show enhancement of rod precursor proliferation in a light damage paradigm, two previous reports have shown similar findings. Using a rod-specific ablation model, Montgomery et al. (2010) showed that if all rod PRs were rapidly killed, the MG-regenerative response was triggered. However, if only a subset of rods were ablated, the MG-response was not triggered; rather, an increase in PCNA + rod precursor cells is observed in the ONL, which is similar to what we observed in the CLL model (Figures 5G, H, Q). Similarly, in a zebrafish P23H model of retinitis pigmentosa, a slow loss of rod PRs triggered a robust expansion of rod precursors in the ONL (Santhanam et al., 2020). It is currently unclear whether this re-purposing of the “injury-independent” rod replacement mechanism occurs by upregulating resident rod progenitor proliferation or by accelerating the cycling of the MG-derived rod precursor mechanism. We found evidence of both putative rod precursor proliferation within the ONL and migration of single PCNA + nuclei from INL to the ONL at 14 dpl in the CLL model (Supplementary Figure S7). Given that we do not find any evidence for MG proliferation in the CLL model nor the generation of large clusters of MGPCs, we support the former hypothesis; however, we cannot exclude the possibility that both mechanisms may be contributing to this “steady state” of rod PR maintenance in the CLL model.

The role of microglia in retinal development and regeneration is a growing area of study (White et al., 2017; Mitchell et al., 2019; Issaka Salia and Mitchell, 2020). In a resting state, microglia typically reside in the plexiform layers of the retina, exhibiting a spindle-shaped, ramified morphology (Nimmerjahn et al., 2005). We also observed microglia with an activated state morphology residing in the subretinal space at the margin of the ROS (Figure 4A). In contrast to the robust accumulation of phagocytic, amoeboid microglia in the AL model, microglia in the CLL model were significantly fewer in number, and appeared to retain an activated, but not amoeboid morphology. We observed these microglia accumulating at the margin of the degenerating rod OS at 10 dpl and persisting through 28 dpl (Figures 4A–H, Q). Fascinatingly, despite the persistent presence of increased numbers of microglia in the retina at the later time-points, after peaking at 10 dpl, the transcript levels of microglia-specific genes *mpeg1.1* and *apoeb* eventually returned to just slightly above baseline (Figures 4R, S). This apparent resolution of the inflammatory response directly correlated with the appearance of PCNA + putative rod progenitors in the ONL at 14 and 28 dpl in the CLL model (Figures 4R,S, 5G, H) and may represent a transcriptional and cellular shift of the retina from a “damage control” state to a modified regenerative repair state. Notably, a similar inflammatory resolution was evident in the AL model, albeit in a more accelerated timeline (Figures 4R, S). The fall in both *mpeg1.1* and *apoeb* transcripts began at 5 dpl in the AL model, immediately following the peak of PCNA + MGPC proliferation in the ONL at 72 hpl (Figures 4R, S, 5L). This observation raises the possibility of a cross-talk between progenitor cells in the ONL and adjacent microglia in order to mediate the resolution of the microglial response.

To further investigate the transcriptional landscapes of these datasets, we chose to perform a deeper analysis comparing the process of PR degeneration in the CLL model, and PR regeneration in the AL model. We chose the 0 h and 5 dpl time-points to represent the process of degeneration in the CLL model because both rods and cones show signs of degeneration within this window (Figure 3). We previously reported that the 5–10 dpl time window in the AL model represents the window of PR differentiation following the proliferation of MGPCs (Kramer et al., 2021). When we performed GO analysis on these two datasets representing degeneration and regeneration of PRs in the CLL and AL models, respectively, we identified several genes involved in visual perception and signaling, including 13 overlapping genes which were significantly downregulated in the CLL degeneration model, and significantly upregulated the ALL model (Figure 6). Based on STRING functional protein network analysis of these 13 overlapping genes, critical components of rod phototransduction such as *gnat1, pde6a, gc2*, and *gntg1* appeared to have an association with medium wavelength cone opsins *opn1mw1* and *opn1mw2*.

It has been well established since the 1970s that rods and cones communicate in the mammalian retina, with some early psychophysics experiments that revealed that rods can counterintuitively contribute to color vision, and there is also strong evidence that cones can carry rod signals (McCann, 1972; Fain and Sampath, 2018). Morphologically, TEM studies reveal that rods and cones interdigitate via telodendral gap junctions (Raviola and Gilula, 1975; Nelson, 1985). Furthermore, short wavelength cones have fewer of these gap junctions, which may be one explanation as to why the medium wavelength opsins were distinguished in our transcriptional analysis in this CLL model (Ahnelt et al., 1990; Schneeweis and Schnapf, 1995).

Evidence for rod-cone crosstalk also exists in the context of retinal disease, particularly in retinitis pigmentosa. Mutations in rhodopsin not only lead to rod death in retinitis pigmentosa, but cones also eventually die (Papermaster and Windle, 1995). Recently, a loss-of-function mutant of a rod-specific *alpha* subunit of *pde6* (*pde6a*) in larval zebrafish revealed that the model recapitulates the human retinitis pigmentosa phenotype, with a preliminary degeneration of rods followed by a subsequent loss of some cones (Crouzier et al., 2021). Experimental insight into rod-cone crosstalk in zebrafish retinas also reveals that an increase in rods can actually protect cones from further degeneration in a cone degeneration model (Saade et al., 2013). Despite evidence for this cross-talk in physiological conditions, exploration of its role in PR degeneration and regeneration is understudied. Our transcriptional evidence indicates that in the CLL model, a genetic network that points to rod-cone crosstalk is significantly upregulated (Figure 6D) and warrants further functional investigation.

Next, we probed the CLL dataset for genes *upregulated* from 0 to 5 dpl, and identified several genes that likely aid PR survival. This includes *ddb2,* which encodes a protein that functions to repair DNA damage in response to UV light. Another gene of interest in this category was *arr3b*, which is the paralog of the *arr3a* gene described above. Finally, we observed strong upregulation of *sox11b,* which encodes a transcription factor that plays key roles during eye development (Usui et al., 2013; Pillai-Kastoori et al., 2014; Chang and Hertz, 2017; Kuwajima et al., 2017). A role for Sox11b in adult zebrafish regeneration was first implicated in a zebrafish model of congenital rod PR degeneration (Morris et al., 2011). More recently, functional knockdown of Sox11b following acute damage to the retina was shown to affect the fate determination of MGPCs (Song et al., 2023). However, it is role in chronic retinal damage models is unknown. Therefore, these genes collectively represent putative targets for functional studies in this model of slow PR degeneration.

Lastly, we chose to investigate whether the damage to the PR OS in the CLL model was reversible (Figure 8). We first exposed animals to the CLL protocol for 10 dpl, and then allowed them to recover for 14 days under normal light:dark conditions. At 10 dpl, cone PRs exhibited a 50% truncation in outer segment length (Figure 8D). ROS also exhibited significant OS truncation, with nearly non-existent OS remaining at 10 dpl; in addition, we observed a 50% reduction in ONL nuclei at this time-point (Figure 8H). Interestingly, cone and rod PRs both recovered to almost exactly 75% of their baseline morphology as measured by OS length (Figures 8D, H). In addition, ONL nuclei also recovered and were likely derived from PCNA + rod progenitor cells that we observed in the ONL of CLL retinas starting at 14dpl (Figure 5G). This finding highlights a new area for investigation into the multi- and unipotent photoreceptor progenitor lineages that can be derived from MG under various damage paradigms. Finally, we observed an unexpected increase in the presence of microglia in the outer retina *after* removal of the stimulus (Figures 8I–L). This is contrary to our expected outcomes, and may indicate a necessity for microglia during this PR recovery process or suggest a sustained inflammatory response following chronic damage.

With this study, we have transcriptionally and morphologically characterized a new model of sub-acute, chronic damage to retinal PRs that did not trigger a MG-mediated multipotent stem cell response. We revealed a dosage of light damage that damaged both cone and rod OS, left cone PR nuclei intact, and reduced rod PR nuclei to 50% of normal numbers. This study also highlights the differential responses to acute and chronic damage in the zebrafish retina, and opens up new avenues for functional investigations of genetic pathways involved in PR survival and recovery.

## Data Availability

The datasets presented in this study can be found in the NCBI Gene Expression Omnibus, accession no: GSE233896, and the associated metadata for this submission can be found in Supplementary Table S2.

# Supplementary material for: A comparative analysis of gene and protein expression in chronic and acute models of photoreceptor degeneration in adult zebrafish
**Source:** Front Cell Dev Biol. 2023 Sep 7;11:1233269. doi: 10.3389/fcell.2023.1233269
**Supplement:** Supplementary file 3

Supplementary Material

A comparative analysis of gene and protein expression in chronic and acute models of photoreceptor degeneration in adult zebrafish

**Ashley C. Kramer^1^, Justin Carthage^1^, Yasmeen Berry^1^, Katherine Gurdziel^2^, Tiffany A. Cook^1,3^, Ryan Thummel*^1^**

# Supplementary Data

Mapped reads for the entire dataset can be found in Supplementary Table 1. The datasets presented in this study can be found in the NCBI Gene Expression Omnibus, accession no: GSE233896, and the associated metadata for this submission can be found in Supplementary Table 2.

# Supplementary Figures and Tables

## Supplementary Figures

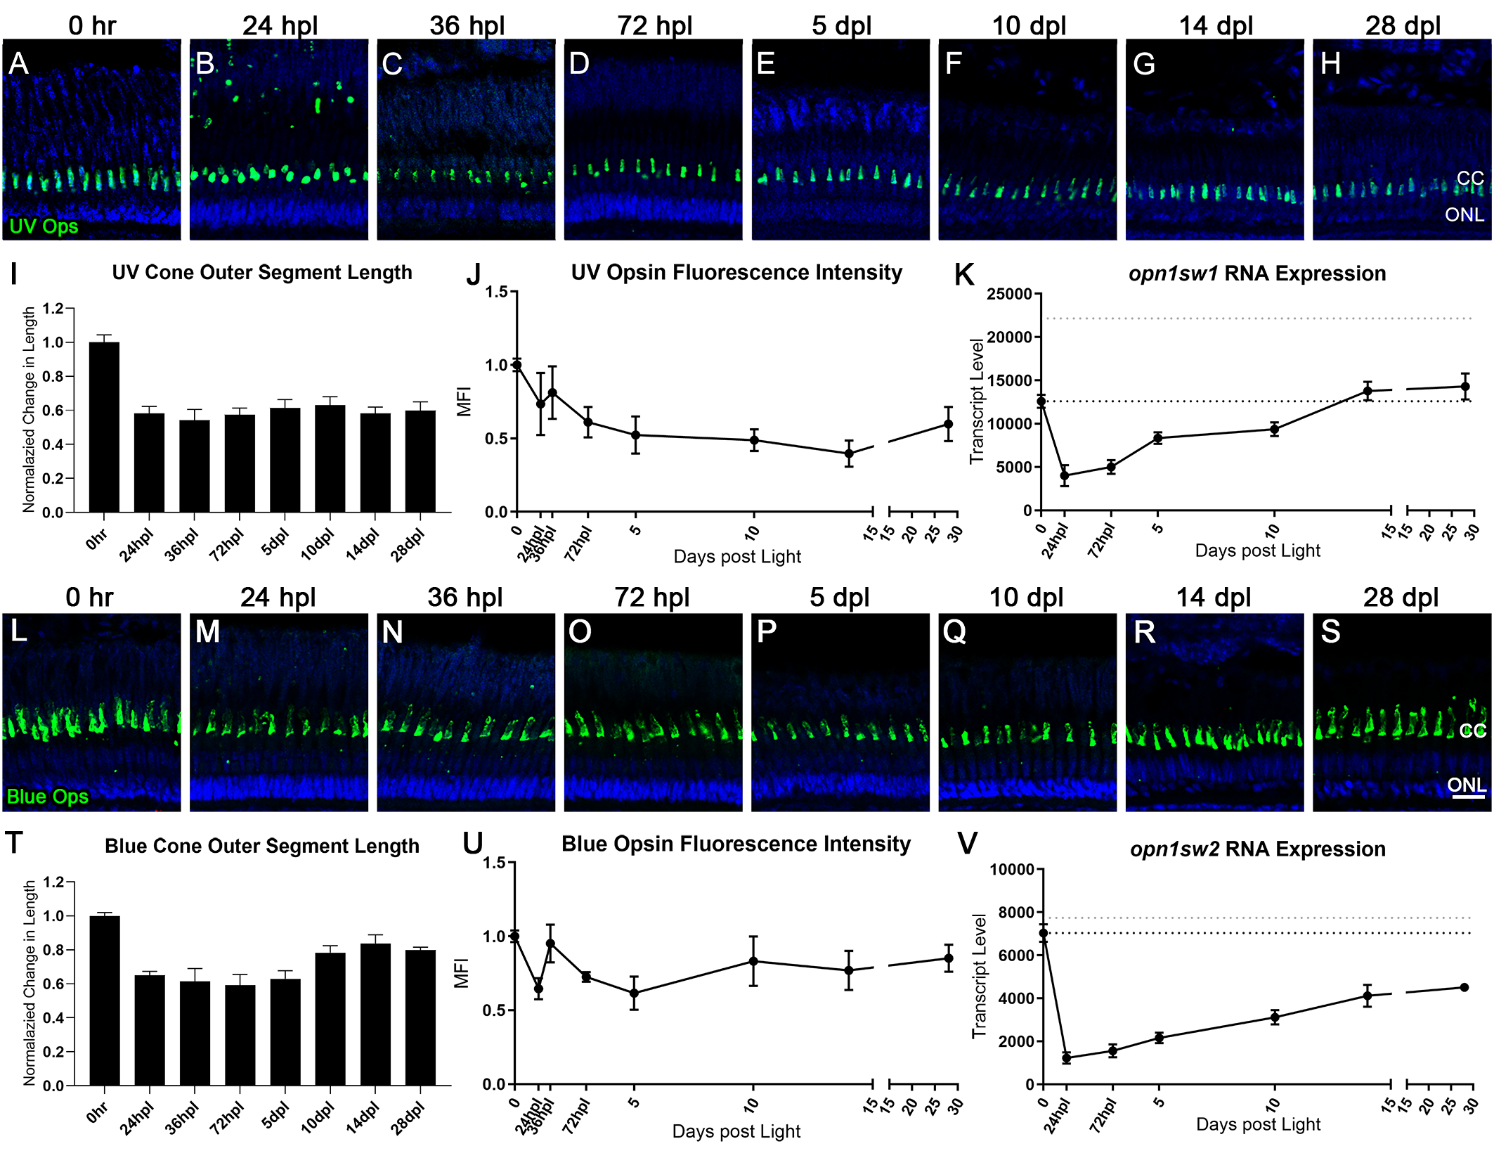

**Supplemental Figure 1. Short wavelength cones exhibit mild truncation in response to chronic low light exposure. (A-H)** Similar to medium wavelength cones in Figure 2, UV cone photoreceptors (UVOps, green; nuclear TO PRO3, blue) showed an early outer segment shedding and sustained truncation over chronic 28-day light exposure. **(B)** At 24hpl, we observed truncation of UV cone photoreceptor outer segments with an immuno-positive debris field in the outer retina. **(C)** At 36hpl, we observed a large reduction of the debris field in the outer retina and continued truncation of UV cone photoreceptor outer segments. **(I)** UV cone outer segment length measured via Image-J, normalized to 0hr baseline. For every measurement 24hpl and beyond, compared to the 0 hr baseline, there was a statistically significant length reduction (p<0.001; n=4-6). **(J)** Relative change from 0hr baseline in ImageJ-quantified UV opsin mean fluorescence intensity (MFI) at each time-point. **(K)** Gene expression changes in UV Opsin (*opn1sw1*) displayed as transcript pseudo-counts from 3’mRNA-seq of individual retinas. The gray horizontal dotted line represents the transcript pseudo-count average baseline value for non-dark adapted, naïve retinas. The black dotted line represents the average 0hr, 1-day dark-adapted baseline gene expression. **(L-S)** Anti-blue opsin antisera (BlueOps; green) was used to immunolabel blue cone photoreceptors and nuclei were stained with TO-PRO-3 (blue). Blue cone photoreceptor outer segments showed a slight truncation but largely remain intact over a 28-day chronic light exposure. **(L)** At 24hpl, we observed a mild truncation of blue cone photoreceptor outer segments. We also noted the absence of a prominent debris field at 24hpl, which was observed with the Green and UV cone opsins. **(T)** Blue cone outer segment length measured via Image-J, normalized to 0hr baseline. There was a statistically significant OS length reduction compared to 0 hr baseline from 24 hpl through 5dpl (p< 0.001; n=4-6). **(U)** Percent change from 0hpl in ImageJ-quantified blue opsin mean fluorescence intensity (MFI) at each time-point demonstrated no statistically significant difference in MFI. **(V)** Gene expression changes in Blue Opsin (*opn1sw2*) displayed as transcript pseudo-counts from 3’mRNA-seq of individual retinas. The gray and black lines indicate parallel baselines as in (I). (CC=UV cone cell OS for (H) and Blue cone cell OS for (S), ONL=outer nuclear layer; scale bar = 5µm).

**
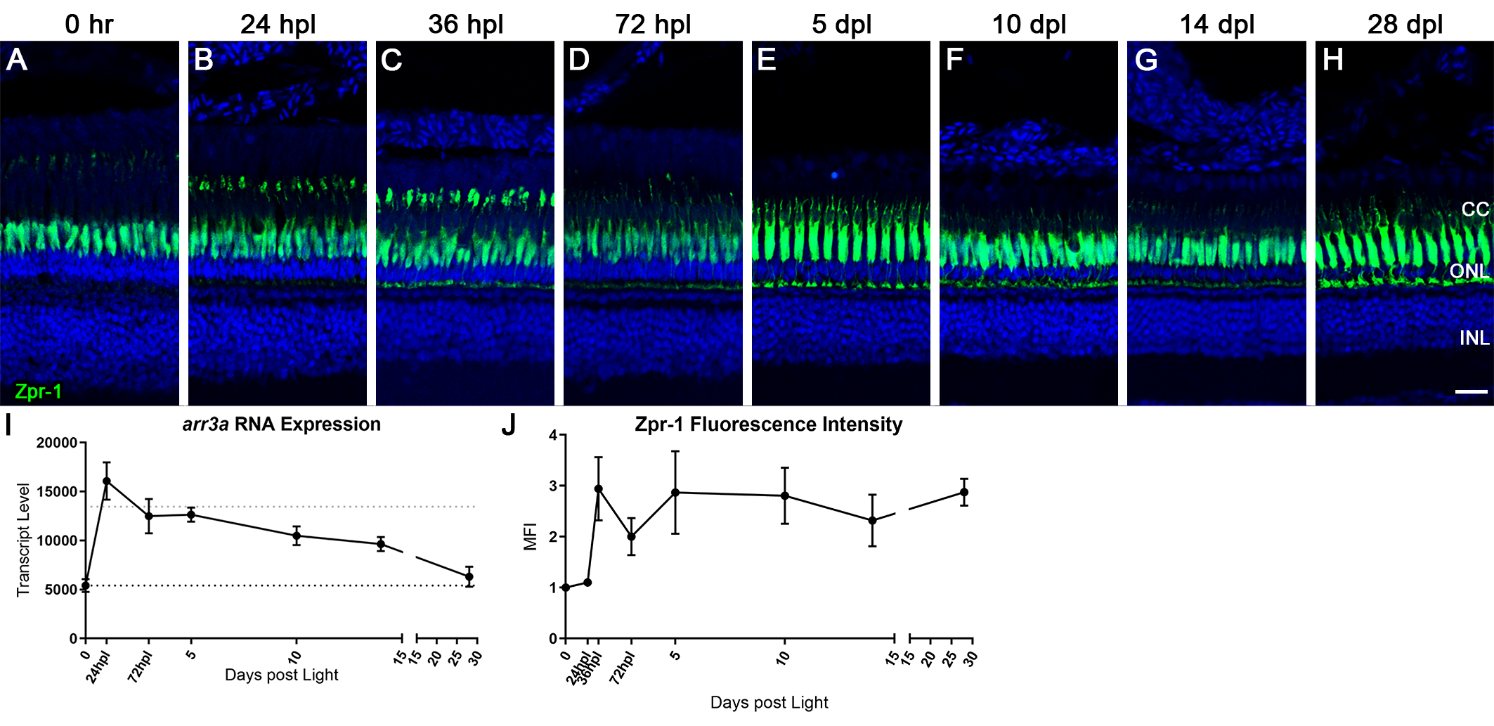
**

**Supplemental Figure 2. Analysis of chronic degeneration of red/green double cone photoreceptors.** Anti-zpr-1 antisera (zpr-1; green) was used to immunolabel red/green double cones, and nuclei were stained with TO-PRO-3 (blue). **(A-H)** Over the 28-day chronic light exposure, the red/green double cones remained in-tact, as demonstrated by the localization of zpr-1 signal to the soma of the cone cells. **(B)** At 24hpl, we observed a new layer of zpr-1 positivity in the region corresponding to cone photoreceptor outer segments which persisted through 36hpl and then disappeared. **(C)** At 36hpl, we observed zpr-1 expression at the base of the ONL in the cone pedicle, which persisted throughout the time-course. **(I)** Gene expression changes in cone arrestin (*arr3a*) corresponding to zpr-1 staining displayed as transcript pseudo-counts from 3’mRNA-seq of individual retinas. The gray horizontal dotted line represents the transcript pseudo-count average baseline value for non-dark adapted, naïve retinas. The black dotted line represents the average 0hr, 1-day dark-adapted baseline gene expression. **(J)** Relative change in ImageJ-quantified mean fluorescence intensity (MFI) relative to 0hr baseline for zpr-1 signal. (CC=red/green cone cell outer segments, ONL=outer nuclear layer, INL=inner nuclear layer; scale bar = 5µm).

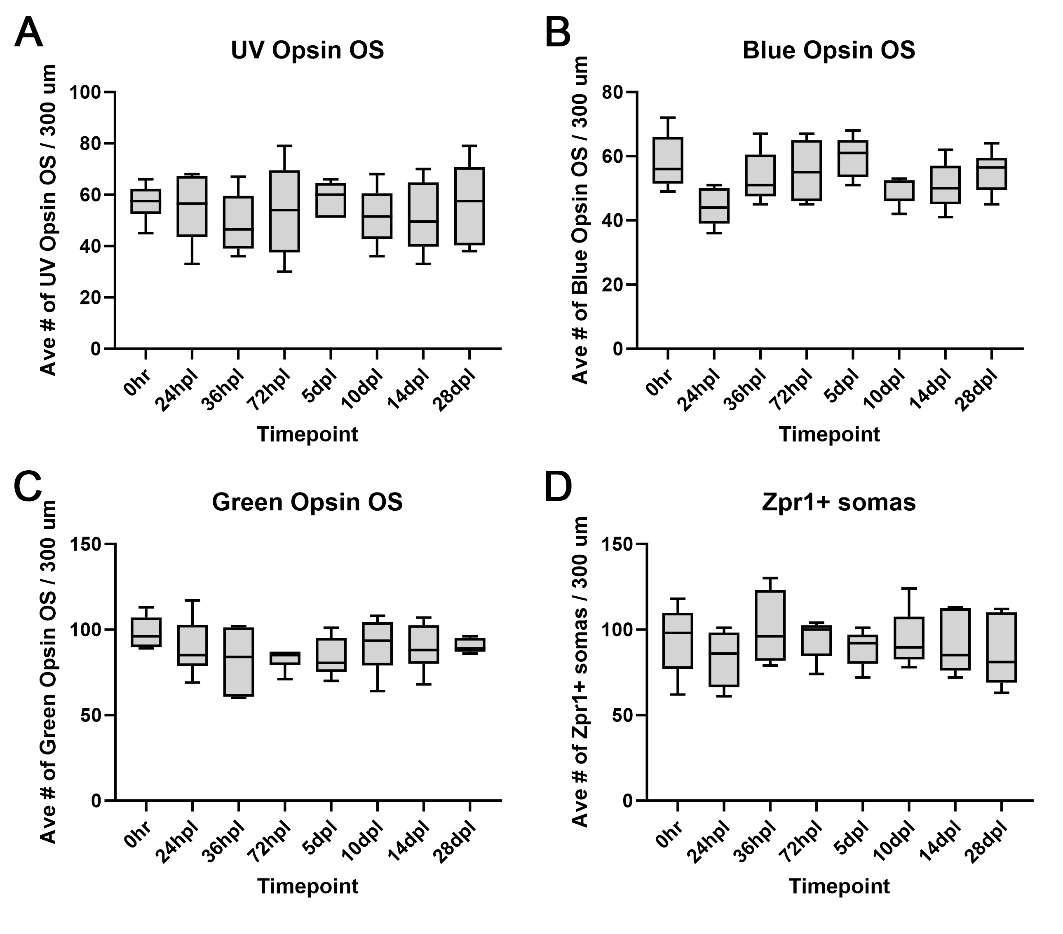

**Supplemental Figure 3. Quantification of cone cells during chronic low light exposure. (A-D)** Histograms of the quantification of outer segments (OS) or cell somas over a 300µm linear distance during the chronic low light time-course. One-way ANOVA was used to determine significant differences between the timepoints throughout the duration of the exposure. No significant differences were observed with regard to UV Opsin OS number (A; p=0.8791), Blue Opsin OS number (B; p=0.0536), Green Opsin OS number (C; p=0.4919), or Zpr1-positive cell somas (D; p=0.7971).

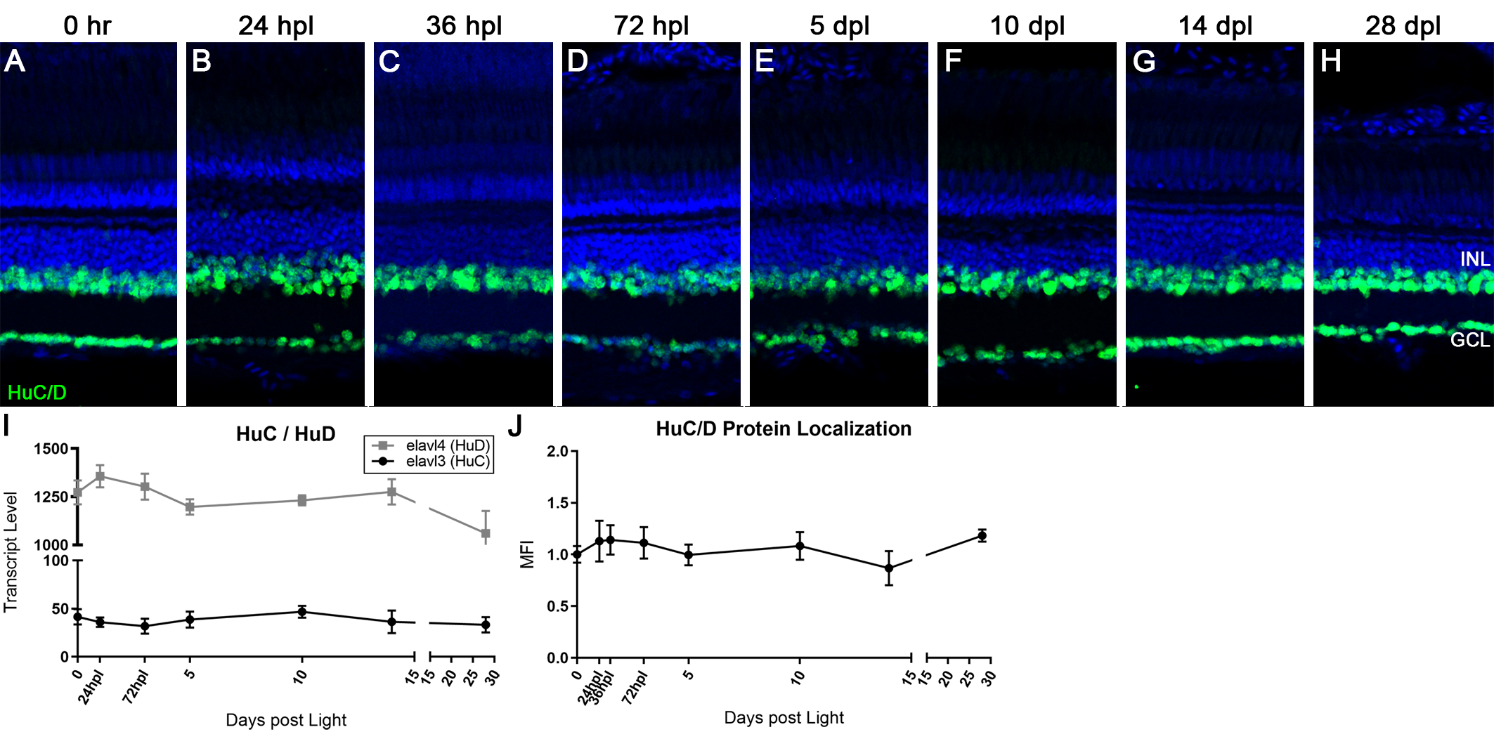

**Supplemental Figure 4. Inner nuclear layer neurons remain intact in response to 28-day chronic light treatment.** Anti-HuC/D antisera (HuC/D; green) was used to immunolabel amacrine and ganglion cells. Nuclei were stained with TO-PRO-3 (blue). **(A-H)** Over the 28-day chronic light exposure, the amacrine and ganglion cell layers appear relatively unaffected in number and location. **(I)** Gene expression changes in HuC (*elavl3;* black) and HuD (*elavl4;* gray) displayed as transcript pseudo-counts from 3’mRNA-seq of individual retinas. The only gene paralogue that exhibited a mild reduction in gene expression throughout the time-course was HuD, with a ~17% decrease in transcript counts from 0-28dpl. **(J)** Relative change in ImageJ-quantified mean fluorescence intensity (MFI) compared to baseline for HuC/D signal remained stable throughout the time-course.

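The HuD gene elavl4, which encodes a neuronal RNA-binding protein, had a mean signal of 1272 ± 154 (SD, n = 6) at 0 h in the CLL retinas and 1059.9 ± 284 at 28 dpl, 16.7% lower. The log2 fold change was -0.31 (standard error 0.13, adjusted p = 0.125 from limma), and the adjusted p was 0.0495 without 28 dpl replicate 4. The HuC gene elavl3 had 41.6 ± 19.7 at 0 h and a log2 fold change of -0.41 (standard error 0.41, adjusted p = 0.599) at 28 dpl. Of 28 measured amacrine and ganglion cell genes, 2 were lower and 1 higher at 28 dpl (2 and 1 adjusted over the list alone). The list was lower, with a camera adjusted p of 0.00494 (adjusted p = 0.262 with an estimated correlation), and 0.0506 without 28 dpl replicate 5. Without 28 dpl replicate 1, 4 members were lower. The neurofilament gene nefmb, expressed in ganglion cells, was lower at 28 dpl, at -1.58 (standard error 0.48, adjusted p = 0.0249). Both elavl genes were chosen by the study and are in this list.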

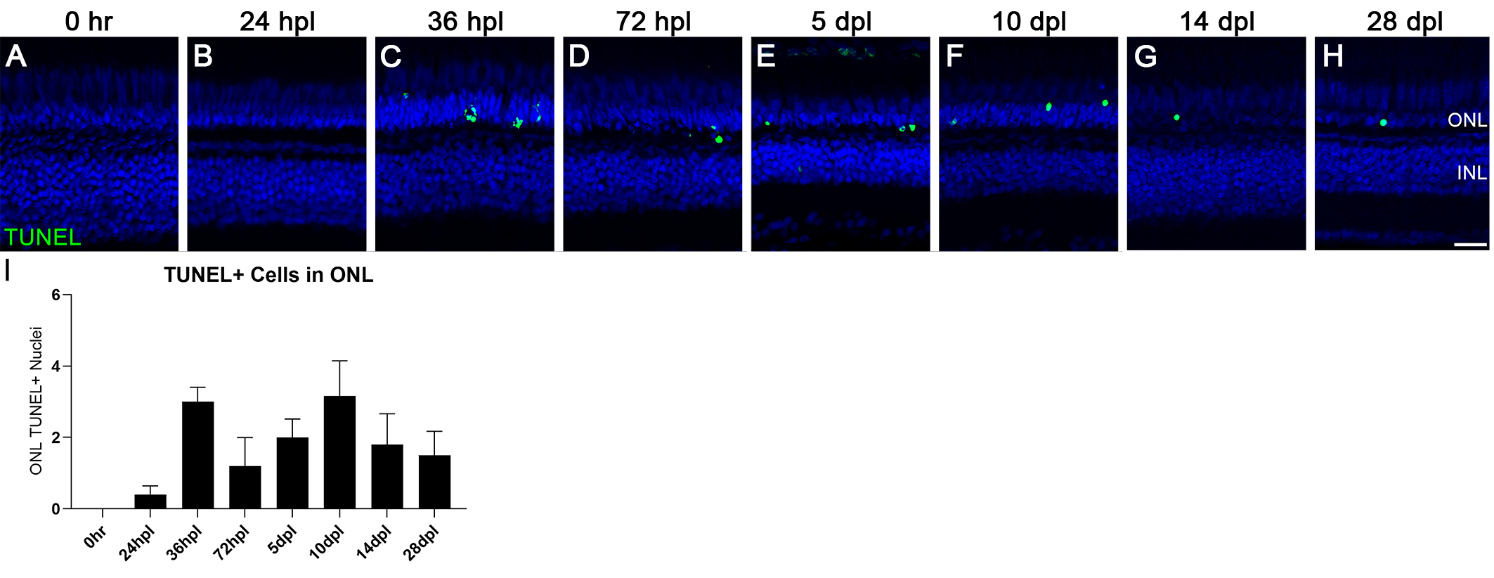

**Supplemental Figure 5. Steady low-level cell death in CLL outer retinas. (A-H)** A terminal deoxynucleotidyl transferase dUTP nick end labelling (TUNEL) assay was performed to detect DNA damage on retinal sections from tissue collected at each of the time-points in the chronic low light model. The incorporated biotinylated dNTPs resulting from the method were visualized using an AlexaFluor 488-conjugated Streptavidin antibody (green). Beginning at 36hpl **(C)** we observed consistent presence of 1-4 TUNEL positive cells in the outer nuclear layer (ONL) indicating the presence of apoptotic cells. **(I)** Graphical representation of hand counts of TUNEL positive nuclei in the ONL over a 300µm linear distance (n=5-6; scale bar in panel H = 5µm).

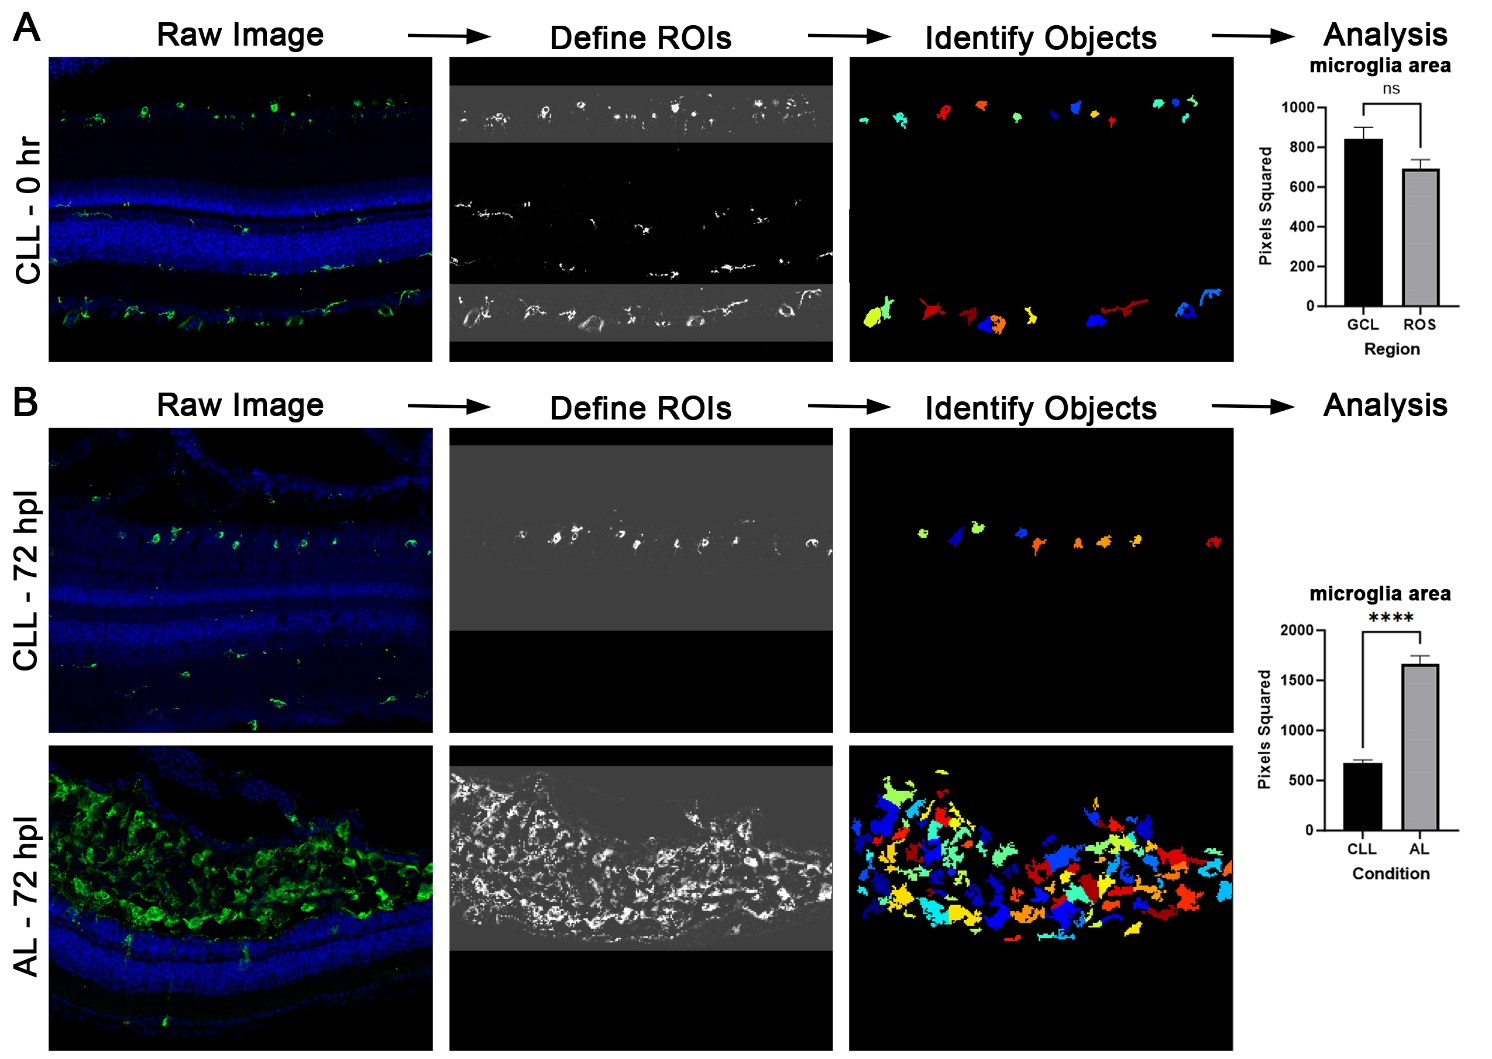

**Supplemental Figure 6. Analysis of microglia morphology in CLL and AL models. (A-B)** CellProfiler Image Analysis Software was used to compare the microglia area in CLL and AL models. Raw images were split into their respective color channels and regions of interest (ROIs) were defined. Modules in the software were utilized to identify separate cells as individual objects and calculate the area of the object. GraphPad Prism 9 was used to determine significant differences between **(A)** microglia area in the RPE/ROS interface vs ganglion cell layer (GCL) in the CLL model at 0 hrs, and **(B)** microglia area in the outer retina in CLL vs AL models at 72 hpl. N=4-6 images per condition. **** indicate p<0.0001.

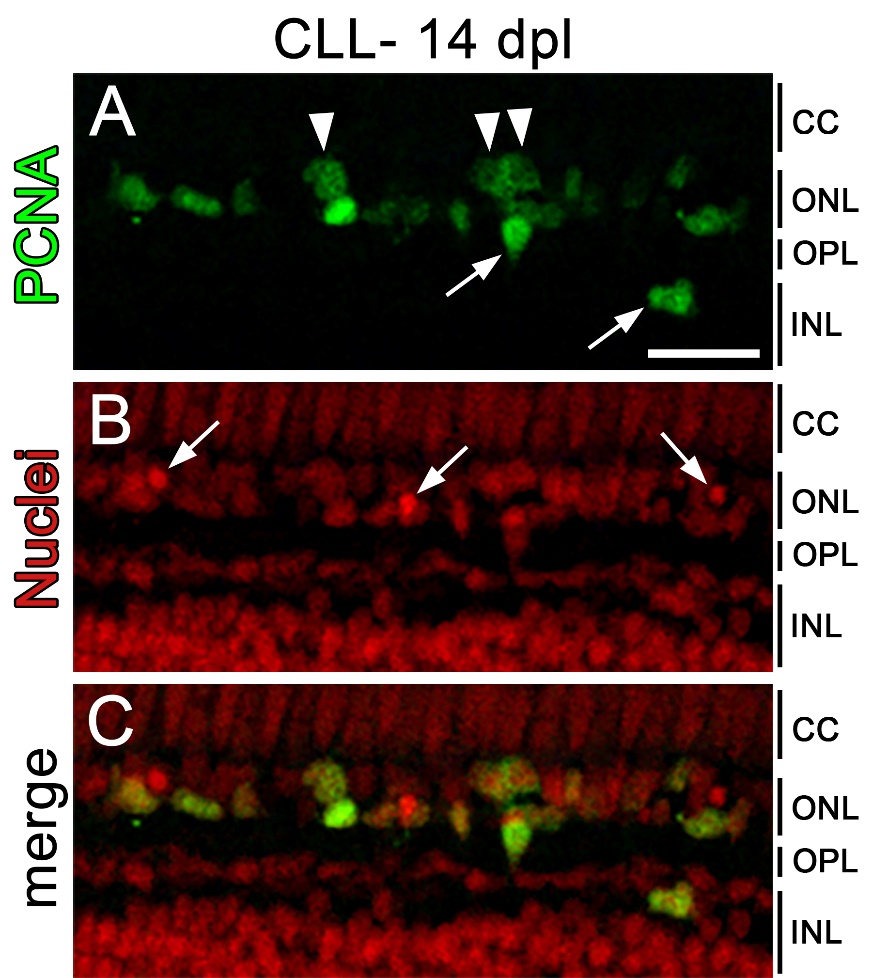

**Supplemental Figure 7. Evidence for rod precursor proliferation and migration in the CLL model. (A).** Proliferating Cell Nuclear Antigen immunolocalization (PCNA, green) shows evidence for rod precursor proliferation within the ONL (arrowheads), as well as proliferation and migration of individual PCNA+ nuclei from the INL to the ONL (arrows). **(B)** Nuclear stain of the same section as shown in Panel A shows continued cell death in the ONL, as evidenced by pyknotic nuclei (arrows). **(C)** A merge of channels shown in Panels A and B. CC = red/green cone cell nuclei; ONL = outer nuclear layer; OPL = outer plexiform layer; INL = inner nuclear layer. Scale bar in panel A = 5µm

*Insert link to Supp Table 1 here*

**Supp Table 1: Raw pseudocount data.** Contains averaged transcript pseudocounts for the six individual biological replicate retinal samples, averages of the biological replicates in a single column on a separate sheet, and pairwise comparisons for 0-5 dpl CLL and 5-10 dpl AL datasets.

*Insert link to Supp Table 2 here*

**Supp Table 2: Metadata sheet for GEO submission.** GEO Submission #GSE233896; NCBI tracking system #24067634.

How the deposited data were processed for this re-analysis (not part of the article)

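The CLL experiment was measured as 3′ mRNA-seq of single left-eye retinas of adult albino zebrafish, 48 libraries with 6 at each of 8 time-points from 0 h to 28 dpl. The authors aligned single-end QuantSeq reads to the zebrafish genome build dR10, as the paper writes it, with STAR, counted them per gene with HTSeq and processed the counts with edgeR. Versions, gene annotation, strand setting and the treatment of multiply mapped reads are not stated in the paper or the sample labels. The deposited values per library are edgeR pseudocounts by the authors, a signal on a linear scale and not counts, and a deposited table of means by the authors, also a signal, equals their means per time-point. The deposited comparisons by the authors, 0 h with 5 dpl in CLL and 5 with 10 dpl in AL, hold log2 fold changes and the log2 of mean CPM, a likelihood ratio score for each gene, and the p-value with its FDR. The AL and naïve control libraries are not analysed here.

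Conditions and replicate numbers came from the sample labels. Of the 0 h libraries, 2 could not be matched to a replicate number, their library set was taken from a suffix in the column names that the sample labels attach to the opposite set, and they are called library A of set 1 and of set 2. The pseudocounts sum to nearly the same total in every library, so depth and counting error per library cannot be read from them, and precision was taken from the spread between retinas. The median standard error of a log2 fold change at 5 dpl was 0.325 over all tested genes (quartiles 0.213 and 0.498).

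Of 15245 listed genes, 11395 with a value of at least 5 in at least 6 libraries were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes with trend) on log2(value + 1), with time-point and library set as terms and 39 residual degrees of freedom. Each light time-point was compared with 0 h, and 28 dpl with 5 and 10 dpl, with Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 2 for counts of genes, and the adjusted p alone for named genes and list members. A model with a time-point by library set interaction tested whether the change from 0 h to 5 dpl differed between the sets. Genes whose symbols had been turned into dates (12) were left out. The genes named are those the paper names for the CLL transcriptome (32 of 33 are listed), the 10 largest rises and falls at 5 and 28 dpl among genes past the test and of the same sign in both sets, and up to 4 members of each list with the largest changes past the test. Members of the narrower pigment epithelium list, egg genes and isg15 were named after their values were seen. Not every gene these rules pick is reported here.

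The 33 gene lists were tested with camera (preset correlation 0.01), adjusted over 231 tests against 0 h and separately over the later comparisons, with camera at an estimated correlation and fry beside it. They cover rod and cone phototransduction, cone opsins, outer segment structure, photoreceptor transcription factors, visual cycle and pigment epithelium, retinal and immune cell types, cell cycle and reprogramming, clock, stress, inflammation, metabolism and synapses, and tissues that dissection can carry over. Distances between libraries are leading log2 fold changes over the 200 genes that differ most between each pair, tested by ANOSIM, by correlation of 2 coordinates with log2 hours in light and by permutation within library sets (100000 permutations, or all splits where fewer). Overlap with the AL comparison was tested with a two-sided Fisher's exact test.

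The fit was tested on simulated data with known changes. Alternatives were another pseudocount, filter, rescaling, set of terms, eBayes setting or threshold, each library set alone, replicate blocks, and each library left out in turn, and the closing section gives their effect. Up to 100 splits of the libraries were drawn for each count. Gene ontology terms and the morphology of the retinas were not analysed here.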

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

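The tests of harvest time, of the share of pigment epithelium and photoreceptor RNA and of the cell cycle genes without 1 library, and the egg genes given by name, were chosen after the results were seen.

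Circadian genes set the 36 hpl retinas apart from those of 24 and 72 hpl: 24 of 41 clock and light-regulated genes, which the paper does not discuss, differed at 36 hpl from the mean of 24 and 72 hpl (limma, adjusted p under 0.05 and a fold of at least 2, n = 6 per time-point), with the clock repressors bhlhe40 at a log2 difference of -4.36 and ciarta at -4.32, and aanat2, a melatonin synthesis enzyme, at 4.34. An exchange of single libraries between time-points is argued against, since all 6 libraries of 36 hpl had another 36 hpl library as their nearest over the clock list, and so is an event in 1 library set only, since the differences in the 2 sets had a Pearson r of 0.94 across these genes. Harvest at another time of day stays open and may contribute, as 58.5% of the clock genes and 5.82% of 11354 other genes differed (two-sided Fisher's exact test, p = 1.93e-19), and 36 h is the only time-point that is not a whole number of days after light onset. The clock times of harvest are not stated, and a transient response to light at 36 hpl was not tested and stays open as well.

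Genes of the pigment epithelium were higher in the light, with a median log2 fold change of 0.89 at 28 dpl over the visual cycle and pigment epithelium list, which lies outside the genes the paper discusses, and all 12 measured genes of a narrower list had means above 0 h over the light time-points, among them rdh5 at 2.35, tyrp1b at 2.19 and rpe65a at 2.07. A smaller share of photoreceptor RNA in the light samples is argued against, since 51 genes of bipolar, horizontal, amacrine and ganglion cells had a mean of -0.14, 1.43 lower (two-sided permutation of gene labels, p = 1e-05, the smallest that 100000 permutations can give). Genes of the same retinas vary together, so this p does not measure the spread between retinas. More pigment epithelium in the light samples as the whole cause would raise genes made only there alike. The rises were not alike, as 4 of 9 genes with a 0 h mean of at least 20 had a 95% interval that excludes their median of 0.93, such as tyrp1b (1.70 to 2.68). The median gene was pmela, also of the melanosome (0.56 to 1.29). Whether other retinal cells also express these genes at 0 h, which would make the rises unequal, was not tested, so this cause is not excluded. Carried-over tissue as a part or the whole of the rise and a response of these cells to the light both stay open, and the design does not separate them.

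Transcripts known from eggs stood out in 28 dpl replicate 5, outside the genes the paper discusses: zp3b, of the egg coat, had a signal of 417 and at most 43.4 in the other 47 libraries, h1m, the oocyte linker histone, 773 and 75.7, and ccna1, a germ line cyclin, 628 and 49.4. RNA from eggs or ovary in the library is a candidate explanation, since of 33 egg and germ line genes not looked at before, 69.7% had their highest value there, against 6.92% of 15188 other genes (two-sided Fisher's exact test, p = 1.23e-19), and 19 of them also had a value of at least 5 in at least 6 other libraries. Another sample in place of a retina is argued against by rho, at 15342, within the 10463 to 20243 of the other 28 dpl libraries. The call of the cell cycle list at 28 dpl with a preset correlation did not rest on this library, as its camera adjusted p was 1.36e-05 without it, with 15 members higher in place of 21, but with an estimated correlation the adjusted p was 0.134 without it and 0.101 with it. No biological explanation was tested, since the design gives none for 1 library.

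Dixon's test for 1 outlying library was run on the linear signal. A skew of the signal toward high values also makes more groups pass, so the test cannot tell skew from an aberrant library. Of 61 groups of 6 values of a gene at a time-point whose mean is given in the text, 10 had 1 library far above the others. Its gap to the nearest value passed the 95% critical value, where chance gives about 1 in 20 for normally distributed values. These were apoeb at 0 h with 2112 in 0 h library A of set 1 (nearest 1368), opn1lw2 at 24 hpl with 301 in 24 hpl replicate 5 (nearest 63.9), opn1lw2 at 28 dpl with 8952 in 28 dpl replicate 3 (nearest 5724), opn1mw1 at 24 hpl with 228 in 24 hpl replicate 3 (nearest 22.1), opn1mw3 at 0 h with 3586 in 0 h replicate 3 (nearest 1982), opn1mw3 at 28 dpl with 844 in 28 dpl replicate 4 (nearest 576), rcvrn3 at 0 h with 714 in 0 h library A of set 1 (nearest 499), rho at 36 hpl with 65384 in 36 hpl replicate 5 (nearest 40949), rho at 5 dpl with 18631 in 5 dpl replicate 2 (nearest 12849) and rx1 at 5 dpl with 555 in 5 dpl replicate 2 (nearest 384).

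The change from 0 h to 5 dpl differed between the library sets for gadd45ga, a stress-induced gene, at a log2 difference of -3.36 (set 1 2.30, set 2 -1.06, interaction adjusted p = 0.0102 from limma, n = 3 per set and time-point), and for si:ch211-195b13.1 at -1.50 (set 1 0.18, set 2 -1.31, adjusted p = 0.0121), 2 genes named because no others passed. Chance is not excluded for this number, since 13 of 100 splits of the libraries gave as many or more, up to 124.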

How the results depend on the processing

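Leaving out each library in turn, leaving out the 36 hpl libraries, and the overlaps at a fold of at least 4 or over the tested genes only were chosen after seeing the data. A count is taken as unchanged within 1.5 times the reported one, and no result of a test changed its sign while past the threshold. The number of genes higher and lower at each time-point against 0 h stayed within that range with another pseudocount or filter, after both rescalings, without the library set term, with robust or untrended eBayes, without the 36 hpl libraries and with the replicate number as a block in place of the set (46 numbered libraries, for example 332 higher and 120 lower at 5 dpl). Replicate numbers do not pair the libraries: with the set mean removed, those sharing a number correlated at 0.00534 on average, and 15 of 46 correlated best with their own number.

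With fewer libraries the counts moved, most of them down. In library set 2 alone they were 319 higher and 204 lower at 24 hpl, 268 higher at 36 hpl, 324 and 200 at 72 hpl, 255 higher at 5 dpl, and 205 and 50 at 10 dpl. There the counts rose to 287 lower at 14 dpl, 401 lower at 28 dpl and 374 changed from 10 to 28 dpl (182, 188 and 62 with all libraries). In set 1 alone they were 78 lower at 5 dpl, 76 lower at 14 dpl, 1 from 10 to 28 dpl and 37 from 5 to 28 dpl. With only the libraries of the 2 time-points compared they were 227 lower at 72 hpl, 22 from 10 to 28 dpl and 8 for the difference between sets. The last 2 results also moved to 35 (10 to 28 dpl) after upper quartile rescaling, 27 without the set term, and 29 and 0 (between sets) without the eBayes trend.

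Without the fold minimum, as its construction adds genes, the counts were 954 higher and 814 lower at 24 hpl, 1101 and 433 at 36 hpl, 1048 and 649 at 72 hpl, 740 and 238 at 5 dpl, 730 and 172 at 10 dpl, 637 higher at 14 dpl, 882 and 372 at 28 dpl, 186 from 10 to 28 dpl and 157 from 5 to 28 dpl. At an adjusted p under 0.01 they were 182 lower at 72 hpl, 283 higher at 10 dpl, 99 lower at 14 dpl, 273 and 116 at 28 dpl, 6 from 10 to 28 dpl, 39 from 5 to 28 dpl and 0 between sets. Leaving out 1 library gave 231 to 555 genes lower at 72 hpl, 7 to 94 from 10 to 28 dpl, 52 to 103 from 5 to 28 dpl (lowest without 5 dpl replicate 4) and 0 to 4 between sets.

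Of 108 list calls, 30 held with an estimated correlation and 86 with fry, which called 116 lists over all 231 tests. The overlap of the authors' calls was 103 genes without the fold minimum, 10 and 9 at a fold of at least 4 with an FDR under 0.05 and 0.001, and in the other pairs of directions 3 (both lower), 12 (both higher) and 27 (CLL higher, AL lower). The order of the light-treated libraries with time passed its test on the second coordinate with all genes kept (rho = 0.428), the 200 genes of highest variance (0.84), the set difference removed (0.646), set 1 alone (0.598), set 2 alone (0.865) and without the 36 hpl libraries (0.396), on the first coordinate with 5 added to each value (0.516), and the rho of the second ranged from 0.0964 (without 24 hpl replicate 6, where the first had 0.0794) to 0.824 when 1 library was left out. For each of these moves, apart from those by another threshold and the falls with fewer libraries, the cause was not tested.

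For 126 comparisons of named genes, 1885 alternatives kept the call or its absence, 92 ended a call and 23 made one, and for 44 list tests 346, 44 and 4 did. The share of called genes that were higher depended on the scaling, as 58.9% at 72 hpl was 49.6% after median-of-ratios rescaling, and 46.4% from 5 to 28 dpl was 55.1%. No value could be had for the difference between sets in 1 set alone, without the set term or with replicate blocks, and 1 set alone has too few splits for the distance from 0 h to pass its test. The depth of single libraries is not known from the values. In simulated data of this size, 55% of genes with a fold of 2 and 81% of those with a fold of 4 passed the adjusted p in the right direction. No fold minimum was set there, and 8 genes that had not been changed also passed. The median estimated fold of the genes with a fold of 2 was 1.94, so a fold minimum of 2 would call fewer of them. The simulation changed 100 genes at each fold among 11395, with noise drawn independently for each gene. In the real comparison at 5 dpl, 978 genes passed the adjusted p, and genes of the same retinas vary together. The simulated rates therefore need not hold for the real data.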

Differences from the paper's values

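At the thresholds the paper states, an FDR under 0.05 and a fold of at least 2, the authors' deposited comparisons hold 133 genes lower from 0 h to 5 dpl in CLL, where the paper gives 22, and 61 of these are higher from 5 to 10 dpl in AL, where the paper gives 13. Of the alternatives set before the data were examined, none brings either number within 1.5 times the paper's: an FDR under 0.01 gives 111 and 51, no fold minimum 210 and 103, and the limma calls of this work 139 and 63. The share of CLL genes in both lists is 45.9%, where the paper gives 70%, and it is within 1.5 times only without the fold minimum (49%), not with an FDR under 0.01 (45.9%) or the limma calls (45.3%). The paper's own 13 of 22 are 59.1%, and each of these shares is within 1.5 times of that. A fold of at least 4, chosen after seeing the values, gives 30 CLL genes and 10 in both, within 1.5 times the paper's numbers, but 76 in AL, and drops 8 of the 12 genes of Fig. 6C and 6D called in both tables. None of 25 pairs of an FDR and a fold threshold, also chosen after seeing the values, gives the paper's 3 numbers together.

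For rcvrna and rcvrn3 at 5 dpl the paper's 2-fold reduction and 2.7-fold increase match the values here on the log2 scale, -2.21 and 2.69, and the authors' deposited log2 fold changes, -2.18 and 2.68. On the linear scale the limma folds here are 4.62 lower and 6.43 higher.

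The paper reports no significant change of gfap in CLL, and in the limma test gfap was lower at 24 hpl (log2 fold change -0.93, adjusted p = 0.0341) and 28 dpl (-1.03, adjusted p = 0.0246), 2 calls that single libraries end, and higher at no time-point. It states that opn1mw2 rose slowly from 24 hpl and stayed under 50% of its 0 h level. The mean here was 51.6% of 0 h at 36 hpl, where the retinas varied too widely to tell it from 50%, and 6.95% at 72 hpl. It describes a steady decrease of rho, and rho here had means of 48.2% of 0 h at 24 hpl, 70.7% at 36 hpl, 21.9% at 5 dpl, 38.6% at 10 dpl and 26.2% at 28 dpl. The rises of these means from 24 to 36 hpl and from 5 to 10 dpl were not tested. The 36 hpl mean includes replicate 5, with a signal of 65384 (nearest 40949). At 10 dpl rho made up from 0.609% (replicate 1) to 2.45% (replicate 5) of the signal of a library. It describes a steady rise of pcna from 3 dpl on, and the log2 fold change here was 0.60 at 5 dpl, 0.46 (adjusted p = 0.116) at 10 dpl and 0.86 at 28 dpl.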

Other observations

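Metabolic genes moved at several CLL time-points, and the paper does not report on them. At 24 hpl, 11 of 24 glycolysis genes were higher than at 0 h and 2 lower (12 and 2 adjusted over the list alone, camera adjusted p = 1.41e-04, adjusted p = 0.208 with an estimated correlation, 7 without 24 hpl replicate 1), with ldha, lactate dehydrogenase, at a log2 fold change of 1.79 (standard error 0.33, adjusted p = 6.33e-05 from limma, n = 6 per time-point), and hk1, hexokinase, at 1.75 (standard error 0.35, adjusted p = 2.21e-04). At 28 dpl, 20 of 59 genes of oxidative phosphorylation were higher and 0 lower (27 and 0 adjusted over the list alone, camera adjusted p = 3.54e-10, adjusted p = 0.300 with an estimated correlation), a number of 7 to 12 without 0 h replicate 5 or 6, 0 h library A of set 1 or 28 dpl replicate 5 or 6. They include sdha, a subunit of succinate dehydrogenase, at 1.49 (standard error 0.17, adjusted p = 4.18e-09), and ndufv1, of complex I, at 0.93 (standard error 0.13, adjusted p = 3.61e-07). Between 10 and 28 dpl this list was higher as well (camera adjusted p = 2.03e-23, adjusted p = 0.249 with an estimated correlation). Of 22 genes of cholesterol synthesis, 4 were lower and 0 higher at 5 dpl (5 and 0 adjusted over the list alone, camera adjusted p = 8.10e-04, adjusted p = 0.0988 with an estimated correlation, 2 without 5 dpl replicate 6), with sqlea, squalene epoxidase, at -2.23 (standard error 0.51, adjusted p = 0.00189), and hmgcra, HMG-CoA reductase, at -1.46 (standard error 0.29, adjusted p = 2.34e-04).

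Among immediate early genes at 28 dpl, 6 of 25 were lower and 2 higher (7 and 2 adjusted over the list alone, camera adjusted p = 0.00358, adjusted p = 0.418 with an estimated correlation), with egr4 at -3.77 (standard error 0.45, adjusted p = 1.57e-08) and atf3 at 2.61 (standard error 0.32, adjusted p = 3.75e-08), and npas4a, chosen by the study, is in this list. The largest rises at 28 dpl with known products were in ptgdsb.1, a prostaglandin D synthase gene, at 6.02 (standard error 0.54, adjusted p = 1.24e-11), fam213b at 4.41 (standard error 0.30, adjusted p = 8.62e-16), cdca7a, a cell division cycle gene, at 3.75 (standard error 0.53, adjusted p = 9.08e-07), and ebi3, an interleukin subunit, at 3.68 (standard error 0.52, adjusted p = 8.41e-07). Large falls at 28 dpl also include gucy2f, a photoreceptor guanylate cyclase, at -3.00 (standard error 0.38, adjusted p = 6.69e-08), and cplx4c at -2.73 (standard error 0.35, adjusted p = 9.29e-08). Without 28 dpl replicate 5, the library with egg transcripts, the log2 fold change of cdca7a was 3.23 and its mean signal at 28 dpl 18.4, where that library had 167.

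Clock genes as a list had a camera adjusted p of 0.924 at 36 hpl, with 11 higher and 9 lower than at 0 h, where the test points down and the mean and median up. Bipolar and horizontal cell genes were lower as a list at 5 dpl (camera adjusted p = 0.0202, adjusted p = 0.211 with an estimated correlation) with 0 of 23 lower and 1 higher. Of tissues that dissection can carry over, the erythrocyte list passed the test at 2 time-points against 0 h, with a lowest camera adjusted p of 0.0191. At 28 dpl erythrocyte genes were higher (2 of 8 higher, camera adjusted p = 0.0386, adjusted p = 0.389 with an estimated correlation, and 0.0727 to 0.150 without 0 h replicate 3, 0 h library A of set 2 or 28 dpl replicate 1 or 5). The lists of lens, vascular endothelium, vitreous and ciliary body, skin and cornea keratins, skeletal muscle and complement genes passed the test at no time-point against 0 h, with lowest adjusted p of 0.202, 0.408, 0.338, 0.0659, 0.199 and 0.199.

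Chance is argued against for the numbers called against 0 h, since the real split was the only 1 of 100 splits to reach its own number at each time-point: 896 against at most 508 at 24 hpl, 793 against at most 350 at 36 hpl, 902 against at most 292 at 72 hpl, 529 against at most 200 at 5 dpl, 521 against at most 125 at 10 dpl, 465 against at most 129 at 14 dpl, 601 against at most 267 at 28 dpl. From 10 to 28 dpl the real split gave 62 against at most 14, but only 7 without 28 dpl replicate 5, the library with egg transcripts. In library set 1 alone it was 1 and in set 2 alone 374, so this number rests on single libraries and differs between the sets. Chance is also argued against from 5 to 28 dpl (84 against at most 3). For list calls it is argued against only for their number (108 against at most 70). The other splits still gave a median of 38, so a single list call at the preset correlation can arise without the real grouping.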
